# Ablation of Coactivator Med1 Switches the Cell Fate of Dental Epithelia to That Generating Hair

**DOI:** 10.1371/journal.pone.0099991

**Published:** 2014-06-20

**Authors:** Keigo Yoshizaki, Lizhi Hu, Thai Nguyen, Kiyoshi Sakai, Bing He, Chak Fong, Yoshihiko Yamada, Daniel D. Bikle, Yuko Oda

## Abstract

Cell fates are determined by specific transcriptional programs. Here we provide evidence that the transcriptional coactivator, Mediator 1 (Med1), is essential for the cell fate determination of ectodermal epithelia. Conditional deletion of Med1 *in vivo* converted dental epithelia into epidermal epithelia, causing defects in enamel organ development while promoting hair formation in the incisors. We identified multiple processes by which hairs are generated in Med1 deficient incisors: 1) dental epithelial stem cells lacking Med 1 fail to commit to the dental lineage, 2) Sox2-expressing stem cells extend into the differentiation zone and remain multi-potent due to reduced Notch1 signaling, and 3) epidermal fate is induced by calcium as demonstrated in dental epithelial cell cultures. These results demonstrate that Med1 is a master regulator in adult stem cells to govern epithelial cell fate.

## Introduction

Postnatal cell fates are determined by adult stem cells residing in regenerative tissues. Understanding the mechanisms controlling cell fate is one of the fundamental goals in the field of cell biology. Dental epithelial stem cells (DE-SC) residing in the labial cervical loop (CL) continuously regenerate dental epithelia in the incisor throughout the life of the mouse. In contrast, dental epithelia in molars are not regenerated once molars are developed. DE-SCs share several characteristics with other adult stem cells in regenerative tissues such as slow division, discrete niche, and the ability to differentiate [1], [2]. DE-SCs are supported by a microenvironment within the CL, called the stem cell niche, that plays an important role in maintenance, proliferation, differentiation, and cell fate decisions during dental development [3] as observed in other self-renewing tissues [4]. DE-SCs are characterized by their signature molecules. Sox2 has been identified as a stem cell marker to maintain their lineages [5], [6]. DE-SCs give rise to all the dental epithelia including the inner and outer enamel epithelia (IEE, also called the inner dental epithelium [IDE], and OEE, respectively), the stellate reticulum (SR), the stratum intermedium (SI), and ameloblasts. Enamel matrix proteins are produced by ameloblasts at the secretory stage (Sec) and mineralized at the maturation (Mat) stage to form enamel. At the Mat stage, the dental papillary layer is invaded by the vasculature, which provides calcium for enamel mineralization [7].

A number of genes and signaling pathways have been proposed to regulate the cell fate of dental epithelia [3]. Notch signaling controls the differentiation of dental epithelial SI cells [8], and it is also well recognized as a regulator of cell fate in other tissues [9]. The activation of Notch canonical signaling requires the proteolytic cleavage of Notch in the membrane, releasing c-Notch, which enters the nucleus and induces the transcription of target genes such as Hes1 [9]. However, it remains unclear how DE-SCs specify the cell fate of dental epithelia.

Mediator is implicated in maintaining the cell fate of embryonic stem cells (ESC). Mediator specifically regulates four key transcription factors through the formation of the super-enhancer [10], and it is not a general coactivator as previously predicted. Reduced levels of Mediator subunits induce ESC differentiation [11]. In addition, Mediator may regulate cell fate of somatic cells [10], [11]. We demonstrated that the deletion of one of the subunits of Mediator, Mediator 1 (Med1 and also called DRIP205) [12], [13], [14] modulates keratinocyte differentiation *in vitro* [15], [16]. The ablation of Med1 *in vivo*, specifically in the epithelium of mice, activates hair follicles (HF) to accelerate the hair cycle to anagen, whereas the hair shaft was immature leading to mild alopecia in the adult skin [17]. However, the hair and interfollicular epidermis (IFE) are normally developed in early morphogenic stages without Med1. Med1 deletion also disturbed the T cell lineage but not that of B cells [18], [19], and prevented the differentiation of luminal cells but not basal cells in the mammary gland [20], [21]. These results suggest that Med1 controls these cell lineages through adult stem cells residing in these regenerative tissues. In fact, a role for Med1 in skin stem cells was briefly reported [22].

Skin epithelia are also derived from the ectoderm and differentiated into the IFE and HF during the embryonic developmental process. After birth, adult stem cells residing in the basal layer of the epidermis and in the HF bulge (HF-SC) continuously regenerate the epidermis and HF, respectively. In the epidermis, when epidermal stem cells leave the basal layer, they differentiate and express proteins such as keratin 1 (Krt1), Krt10, and loricrin (Lor). HF-SCs originate from the bulge and differentiate as the cells move from the outer root sheath to the inner root sheath. Hair keratins such as Krt31/Ha1 and Krt71 are produced to comprise the hair shaft. Several signaling pathways and hair lineage transcription factors including Gata3, Ovol1, Grhl1, and AP-1/AP-2 (Tcfap) are induced. Epigenetic analysis has revealed HF-SC signature genes that play a role in adult stem cells in HF [23]. Calcium plays an important role in promoting epidermal [24] and hair differentiation [25].

In the current study we show that deletion of Med1 *in vivo* postnatally generates ectopic hairs in the incisors. Med1 ablation causes a cell fate switch by reducing Notch1 signaling and inducing a calcium driven epidermal fate.

## Results

### Med1 Conditional Null Mice Form Hairs in the Incisors while Disrupting Enamel Formation

Previously, we generated the conditional mouse model, in which Med1 is specifically removed from the epithelium by utilizing floxed (exon 8–10) Med1 mice [26] and the Cre-loxP strategy [17]. Homozygous floxed Med1 mice with the keratin 14 (Krt14) driven Cre transgene (KO) were compared to control littermates that had floxed Med1 alleles but no Cre (CON) (Figure S1A). Med1 was expressed in the dental epithelia OEE/IEE/SR/SI containing DE-SC in the CL of the incisors of control mice (CON) at postnatal day 1 (P1), but was substantially diminished in the conditional null mice (KO) (Figure S1A, B). In Med1 KO mice, the generation of a few hairs was observed in incisors at 4 weeks (wk) of age (Figure S2 KO triangles), but the number of hairs was increased robustly after 8 wk (Figure 1A, B 12 wk). The hairs were located on the labial side of the incisors, and the incisors were notable for their chalky appearance indicating defects in enamel formation (Figure 1A, B). The hair in the incisors persisted throughout life, but was not found in Med1 KO molars. Micro CT (µCT) analyses confirmed the enamel hypoplasia in the incisors of Med1 KO mice (Figure 1D, E). The radio-opaque mineralized enamel layer of the incisors of CON mice was detectable at P17, and increased at 10 wk but mineralized layer was not observed in Med1 KO incisors at any stages in any sections scanned (Figure 1D, E). Histological analysis revealed that the hairs originated from abnormal cell clusters under papillary layers (Figure 1C red triangles Figure S2). The hairs were generated in the same region in which enamel formation was disrupted and in which the vasculature invaded the papillary layers at the maturation stage (Figure 1C). The nuclear polarization of ameloblasts was disturbed in Med1 KO incisors at both 10 wk (Figure 1C) and 4 wk (Figure S2C).

**Figure 1:**
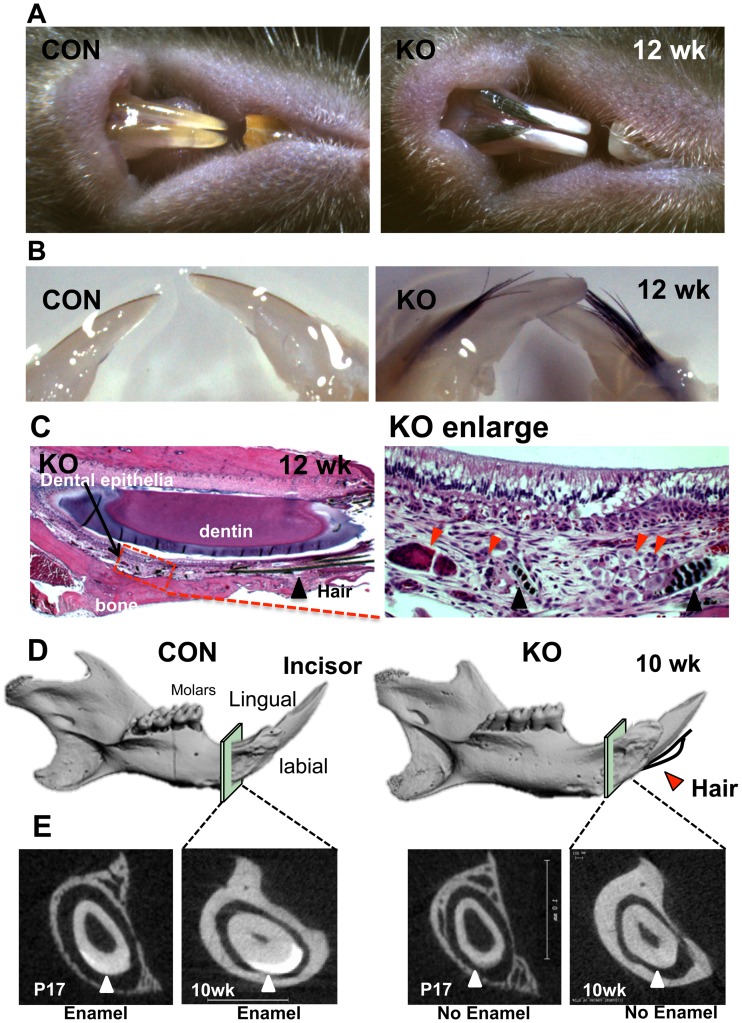
Deletion of Med1 generated hairs on the labial side of incisors while disrupting enamel formation. (A, B) Hairs were generated from the labial side of chalky-colored incisors lacking enamel in Med1 KO mice (12 wk) (A) and in dissected jaws (12 wk) (B). (C) Hairs (black triangle) were observed in the tissue between the bone and the dental epithelial layer (left panel) in Med1 KO. Hairs originated from abnormal tissues (red triangles) underlying the non-polarized ameloblasts and the papillary layer (enlarged image in right panel) (12 wk). (D, E) Micro CT analysis shows the enamel hypoplasia in the Med1 KO. The 3D-reconstructed µCT images showed the structure of the mandible in CON and KO mice (10 wk) and the location of hairs (red triangle) (D). Enlarged sections of the µCT images (squares) are shown (E). The high density mineralized layer (enamel) was present on the labial side of incisors in CON incisors but absent in Med1 KO (triangles) (10 wk) with changes starting at P17. Hair was observed consistently in over 20 litters of Med1 KO mice. The entire mandibles of two mice (CON and KO) from 2 litters (10 and 12 wk) were scanned using µCT, and reproducibility was confirmed. A mineralized layer was never detected in Med1 KO incisors.

### Med1 Ablation Prevents Dental Fate and Drives Epidermal Fate

We then investigated how Med1 deletion changes epithelial cell fate. First, we examined gene expression profiles in Med1 KO and CON using expression arrays. Tissues were micro-dissected from the mandibles of KO and CON mice at three different locations; 1) CL (+IDE/TA), 2) secretory (Sec) stage, and 3) maturation (Mat) stage (Figure 2 diagram) at 4 wk when hair growth in the incisors was first observed. 

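The tissue of 3 mice was pooled for each array, and there was 1 array for each genotype at each of the 3 stages, 6 arrays in all. The bead array reads the brightness of short probes, each made for a single transcript. For every array the authors deposited the mean intensity of 25697 probes, neither scaled nor corrected for background, with a detection p-value for each probe against the negative-control beads. A deposited table of normalized values gives the same probes in the same order of brightness within each array, with the 6 arrays brought to a common distribution. Of the probes, 23978 carried a gene symbol, for 16593 genes. The number of genes whose probe was detected at a detection p-value under 0.01 lay between 8355 in CON at Mat and 8955 in KO at Mat. The intensities were corrected for background and normalized with neqc of limma and put on the log2 scale, and each gene took the value of its brightest probe. A gene was counted as higher or lower in KO when its fold was at least 1.5, the threshold of the paper's methods, and its probe was detected on the brighter array. Where the dimmer array did not detect the probe, the fold is a lower bound against the lowest value detected on that array, and list medians take such genes at their bound. Med1, the deleted coactivator, had a log2 difference (KO minus CON) of -0.54 at CL, -0.63 at Sec and -0.49 at Mat. The files do not place its probe against the deleted exons, and the tissue also holds cells that do not express the Krt14-driven Cre. Across genes, which are not independent replicates, the KO and CON arrays had a Pearson correlation of 0.994 at CL, 0.955 at Sec and 0.946 at Mat, while KO at Sec and KO at Mat had 0.99. With a single array per genotype and stage there is no spread between animals, so no p-value can be given for a stage.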

RNA was purified and gene expression profiles were analyzed using an Illumina beads-based gene array including 25,600 annotated transcripts and 19,100 genes (data for CL, Sec, Mat tissues in Med1 KO and CON at 4 wk are available in GEO database GSE50503). The array data were analyzed using IPA software. These analyses revealed down regulation of dental genes (Figure 2A, Table S1) and the induction of hair and epidermal genes (Figure 2B, C, Table S2, S3). 

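Of the 33 dental genes of Table S1 on the array, 22 were lower in KO at the Mat stage by the fixed rule, none was higher and 11 were neither, and their median log2 difference (KO minus CON) was -0.76. Of the 27 hair genes of Table S2 on the array, 26 were detected at Mat and all 26 were higher in KO, with a median of 5.69. Of the 30 detected epidermal genes of Table S3, 28 were higher (median 3.24) and 1 was lower. The study chose these lists on these arrays, so the counts are not independent evidence of their direction. Among all 9218 genes considered at Mat, 1163 were higher and 1694 lower in KO, and at Sec 1059 were higher and 1378 lower of 9073. Among genes detected on both Mat arrays, the largest differences upward were those of Krt73, a keratin of the inner root sheath, Lor, a cornified envelope protein, and Lgals7, a lectin of stratified epithelia (6.39). The largest differences downward were those of the type I keratin Krt42 (-4.65), the neuropeptide precursor Pmch (-4.28), the fibrinogen chain Fgg (-4.26) and the glutathione transferase Gsta4 (-4.19). Of genes detected at both stages, 1058 were higher at Sec and 1149 at Mat, and 613 of them were shared, against 138.4 by chance. In a limma fit of the genotype over the 3 stages with the stage as a block, 8697 genes were tested and none was called at an adjusted p under 0.05 (smallest adjusted p = 0.496), while 338 were higher and 519 lower at an unadjusted p under 0.05, against 435 in all by chance and 12 to 1146 in the other splits of the 6 arrays into 3 and 3. Without the CL arrays the same fit called 93 genes higher. With a fold of at least 2, 679 genes were higher and 586 lower at Mat and 580 higher and 474 lower at Sec, and with the deposited normalized values 927 were lower at Mat and 739 higher and 723 lower at Sec.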

Dental epithelia differentiate as they move from the CL to the Sec and Mat stages. However, Med1 deletion decreased the expression of dental genes: alkaline phosphatase (Alpl/akp2), Na and K transporting ATPase [7] (SI differentiation), forkhead box O1 (Foxo1) (enamel mineralization) [27], and kallikrein-related peptidase 4 (Klk4) [28] and matrix metallopeptidase 20 (Mmp20) (enamel maturation) (Figure 2A, Table S1). However, enamel matrix proteins such as ameloblastin and amelogenin did not change. 

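At the Mat stage alkaline phosphatase (Alpl, chromosome 4 of GRCm38.p6 from 137741731 to 137796384) was lower in KO, with a log2 difference (KO minus CON) of -1.37. The transcription factor Foxo1 was lower by the same rule (-1.10), as were Klk4 (-0.93), the protease of maturing enamel on chromosome 7 from 43881160 to 43885804, and Mmp20 (-0.71), the protease of the secreted matrix. Of the subunits of the Na and K transporting ATPase, Atp1b3 was lower (-0.79) and Atp1b1 had a difference of -0.27, less than 1.5-fold. At Sec, Mmp20 was higher in KO (0.74), Atp1b1 was higher (0.66) and Alpl was lower (-0.71). Of 26 detected genes of ion and iron transport of the maturation stage, 17 were lower at Mat, none was higher and 9 were neither, and their median of -0.77 lay below that of all 10000 random lists of like expression. Among them were the vitamin C transporter Slc23a2 (-2.79), the chloride and bicarbonate exchanger Slc26a7 (-2.74), the transferrin receptor Tfrc (-1.79) and the calcium exchanger Slc24a4 (-1.64). The transport list shares Slc23a2, Slc26a4, Kcnk1, Cnnm2 and other genes with Table S1, which the study chose on these arrays. Its direction is therefore not independent of Table S1. At Sec, 5 of 26 genes of the same list were higher and 4 lower, with a median of -0.01. Slc5a8 of Table S1 had a difference of 0.58 at Mat, and Sp6 one of 0.14 that lay below 0 with the mean of its probes or when scaled to a common median. Of other cell types at Mat, 10 of 12 endothelial genes were lower (median -0.85), as were 5 of 5 osteoclast genes (median -1.16), and none of either was higher. Over the 3 stages limma's camera called neither the list of Table S1 (adjusted p = 0.193) nor the transport list (adjusted p = 0.139), but both were lower without the Sec arrays (adjusted p = 0.00017 and 0.00049), the transport list also without CL (adjusted p = 0.0284), and that of Table S1 was higher without Mat (adjusted p = 0.0489). These calls take a preset correlation, and with an estimated one over the 3 stages neither list was called (adjusted p = 0.854 for both). With an estimated correlation camera has only 2 residual degrees of freedom, so a list not called that way says little.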

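Amelogenin (Amelx) had a log2 value of 15.17 in CON and 15.01 in KO at the Mat stage, a difference (KO minus CON) of -0.16, and ameloblastin (Ambn) a difference of -0.05. At Sec the differences were 0.19 for Amelx and 0.07 for Ambn. Enamelin (Enam), the other main structural protein of enamel, was higher in KO at CL (0.94) and Sec (1.05) and had a difference of -0.35 at Mat. Of 8 detected genes of the enamel matrix and its proteases at Mat, 1 was higher, 3 were lower and 4 were neither, with a median of -0.26. The kinase partner Fam20a was the lowest (-1.09), and Fam83h was higher (1.06). At Sec, 3 of the 8 were higher and none was lower, with a median of 0.51. The highest log2 value on any array was 15.32, so Amelx and Ambn lay near the top of the range, where a fold can be compressed.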

Transcription factors that direct hair lineage, such as Ovol1 and Hoxc13, were induced (Figure 2B). Similarly, factors that induce epidermal differentiation, such as AP-1/2 (Fos, Tfap2B), increased in the KO dental epithelium (Figure 2C). 

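Ovol1, a zinc finger factor of epidermis and hair on chromosome 19 of GRCm38.p6 from 5549137 to 5560575, was detected in KO at Sec and Mat and on no CON array, with a log2 difference of at least 3.69 at Sec and at least 4.52 at Mat. Hoxc13, a regulator of hair keratin genes on chromosome 15 from 102921131 to 102928814, differed in the same way by at least 3.36 and at least 3.92. Of 23 detected transcription factors of the hair lineage, 14 were higher in KO at Mat, 3 were lower and 6 were neither, and 11 of them were detected in KO only (median 0.68). Foxe1 was higher by at least 3.18 and Mycl by 2.22, whereas Foxq1 (-1.09), Nfatc1 (-0.84) and Runx1 (-0.79) were lower. Msx2 (0.15), Dlx3 (0.24) and Vdr (0.33) were within 1.5-fold. At CL, 13 of these factors were detected and none was higher or lower. Some of the list's factors also act outside hair, Foxq1 being a gene of Table S1 as well. Camera over the 3 stages did not call the list (adjusted p = 0.0618) on its 13 factors detected on at least 3 arrays, which leaves out Ovol1, Hoxc13 and the others detected in KO at Sec and Mat only. Without the CL arrays it was called higher at the preset correlation (adjusted p = 0.0353). With an estimated correlation over the 3 stages it was not called (adjusted p = 0.484).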

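Of the AP-2 factors, Tfap2b was detected in KO only, with a log2 difference (KO minus CON) of at least 2.95 at Sec and at least 3.73 at Mat, Tfap2c was higher by 1.90 and 2.56, and Tfap2a by 0.85 and 2.48. Fos of AP-1 was higher at Sec (0.61) and lower at Mat (-0.91). Junb was higher at Sec (1.11) and had a difference of 0.28 at Mat, and Batf was lower at both stages (-1.24 and -0.77). Of 8 detected AP-1 and AP-2 genes, 5 were higher and 1 was lower at Sec (median 0.73), and of 10 detected at Mat, 3 were higher, 2 lower and 5 neither (median -0.03). The 3 that were higher at Mat were the AP-2 genes. The list was not called by camera over the 3 stages (adjusted p = 0.148), and was called higher without the Mat arrays at the preset correlation (adjusted p = 0.0455). With an estimated correlation over the 3 stages it was not called (adjusted p = 0.563).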

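Tyrp1, an enzyme of melanin synthesis on chromosome 4 of GRCm38.p6 from 80834123 to 80851736, was detected in KO at Sec and Mat and in no CON tissue, with a log2 difference of at least 3.63 at Sec and at least 4.01 at Mat. The melanosome proteins Pmel and Mlana were likewise detected in KO only, by at least 4.48 and at least 4.87 at Mat, and Dct, another enzyme of the pathway, was higher by 2.42. Of 11 detected genes of melanocytes and melanogenesis, 9 were higher in KO at Mat (median 1.70) and none was lower, and 9 of 10 were higher at Sec (median 2.19). Tyr, the first enzyme of the pathway, and Mitf were detected on no array. At CL none of 5 detected genes was higher. Of mast cells, which also lie in skin, 5 of 5 detected genes were higher in KO at Mat (median 2.40), among them Cpa3 (at least 3.19) and Mcpt4 (at least 3.46). The melanocyte list was called higher by camera over the 3 stages on its 5 tested genes (adjusted p = 1.48e-05), and not with an estimated correlation (adjusted p = 0.484). When adjusted over the list alone, 3 of the 5 passed, and none when adjusted over all genes.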

Genes involved in skin melanogenesis such as Tryp6 were also induced. 

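Of 10 hair shaft keratins on the array, none was detected at CL or on any CON array, and 8 were higher in KO at Sec (median log2 difference of at least 6.10) and 8 at Mat (at least 5.50 over 10 detected). Krt34 was higher by at least 8.58 at Mat, Krt33a by at least 8.41 and Krt86 by at least 8.19. Of 17 detected genes of the inner root sheath and companion layer, 16 were higher at Sec (median 4.08) and 14 at Mat (median 4.45), and none was lower at either stage. S100a3 was higher by at least 8.16 at Mat, Krt26 by at least 7.20 and Krt73 by 7.17. Of the epidermis, 35 of 39 detected genes of the cornified envelope were higher at Mat (median 3.30) and 31 of 37 at Sec (median 2.86), and none was lower. Asprv1 was higher by at least 6.97, Cdsn by at least 6.92 and Ivl by at least 5.21 at Mat. Of 14 detected epidermal keratins 8 were higher at Mat, among them Krt15 (3.80), and 1, Krt16, was lower (-1.30), and of 13 genes of desmosomes and gap junctions 8 were higher and 2 lower. Some genes of other tissue were higher in KO too. Of 16 skeletal muscle genes 15 were higher at Sec (median 2.39) and 8 at Mat (median 0.60). Unlike most hair shaft keratins, 12 of the 16 were detected on all 6 arrays. Within CON, 15 of the 16 were lower in CL than in Mat (median -2.84), so muscle genes also differed between arrays of 1 genotype. The adipocyte genes Adipoq (at least 1.77 at Mat) and Lep (at least 1.57) were detected in KO only, while 5 of the 7 adipocyte genes with a probe were detected on none of the 6 arrays. Over the 3 stages camera called the cornified envelope list (adjusted p = 1.75e-21), the inner root sheath list (adjusted p = 5.77e-07), the epidermal keratins (adjusted p = 2.29e-06), the desmosome list (adjusted p = 0.000433) and the muscle list (adjusted p = 8.64e-10) higher, and none with an estimated correlation (adjusted p = 0.493 for muscle and 0.484 for the others). The estimated correlation leaves camera 2 residual degrees of freedom, so the lack of calls with it says little. When adjusted over the list alone, 17 of 19 tested cornified envelope genes and 6 of 7 of the inner root sheath passed, and none over all genes. The lists of hair, epidermis and desmosomes hold many genes of Tables S2 and S3, which the study chose on these arrays. Their direction is therefore not independent evidence.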

A full set of genes for proteins that comprise the hair follicles and epidermis during their differentiation were also induced (Figure 2B, C, Tables S2, S3). The array data were confirmed by QPCR analysis (Figure 2 bar graphs). 

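On the arrays Klk4 was brighter at the later stages in both genotypes, from a log2 value of 6.86 in CON and 6.19 in KO at CL to 13.59 and 13.21 at Sec and 14.38 and 13.45 at Mat. Krt71, an inner root sheath keratin on chromosome 15 of GRCm38.p6 from 101733949 to 101743097, was not detected in CON at any stage nor in KO at CL, and had a value of 14.56 in KO at Sec and 15.04 at Mat, a log2 difference of at least 8.43 and at least 8.85. Lor (chromosome 3 from 92080271 to 92083142) was detected on all 6 arrays, with 8.01 in CON and 10.26 in KO at CL, 7.48 and 13.47 at Sec and 7.13 and 13.91 at Mat. Gapdh, the reference gene of the QPCR, had a log2 difference (KO minus CON) of -0.03 at CL, -0.01 at Sec and -0.52 at Mat on the arrays. Of 8 detected housekeeping genes none was higher or lower in KO at CL, 1, Gusb, was lower at Sec (-0.60), and at Mat 1 of 9, Rpl13a, was higher (0.67).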

Dental gene Klk4 decreased in Med1 KO compared to CON at the Mat stage (Figure 2A b). The hair gene Krt71 was not detected in the CON but increased at the Sec/Mat stages in Med1 KO (Figure 2B b). In addition, the epidermal gene Lor also increased in the Sec/Mat stages in Med1 KO (Figure 2C b). Immuno-staining showed that epidermal keratin Krt1 and hair keratin Krt71 were expressed in Med1 KO dental epithelia, although they were not detected in CON (Figure 2D). These results demonstrated that the Med1 deficient dental epithelium differentiated into epidermal and hair expressing epithelium probably by following the gene expression program of skin epithelia.

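Hair genes made up part of what the arrays detected in KO alone. Of the genes on the array, 286 were detected in KO at Sec and Mat and on no other array, against 18 detected in CON at Sec and Mat and on no other array. Of the 27 hair genes of Table S2, 21 were among the 286, as were 8 of 10 hair shaft keratins and 9 of 18 genes of the inner root sheath, and none of the 33 dental genes of Table S1 was. Of the 286 genes, 269 were brighter in KO at Mat than in KO at Sec, with a median log2 difference of 0.64. Between CL and Mat, 39 genes were higher in KO at both stages (15 by chance) and 49 lower at both (25.9 by chance). Going opposite ways, 43 genes higher at CL were lower at Mat and 16 genes lower at CL were higher at Mat. For these opposite counts no number by chance was computed. Over the 3 stages camera called 17 of 34 gene lists, 13 higher and 4 lower in KO, and none with an estimated correlation (smallest adjusted p = 0.484). That second form of the test has only 2 residual degrees of freedom, so it could hardly call a list and does not decide against the 17. The lists of Table S3 (adjusted p = 5.59e-23) and Table S2 (adjusted p = 4.12e-05, on 5 genes detected on at least 3 arrays) were among the 13, and when adjusted over the list alone 17 of 24 tested genes of Table S3 passed, which is not independent evidence since the study chose both on these arrays. From lower dental genes, higher hair and epidermal genes, the QPCR of Klk4, Krt71 and Lor and the staining of Krt1 and Krt71, the paper concludes that the Med1-deficient dental epithelium became epithelium that expresses epidermal and hair genes, and it proposes that this followed the gene program of skin.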

**Figure 2:**
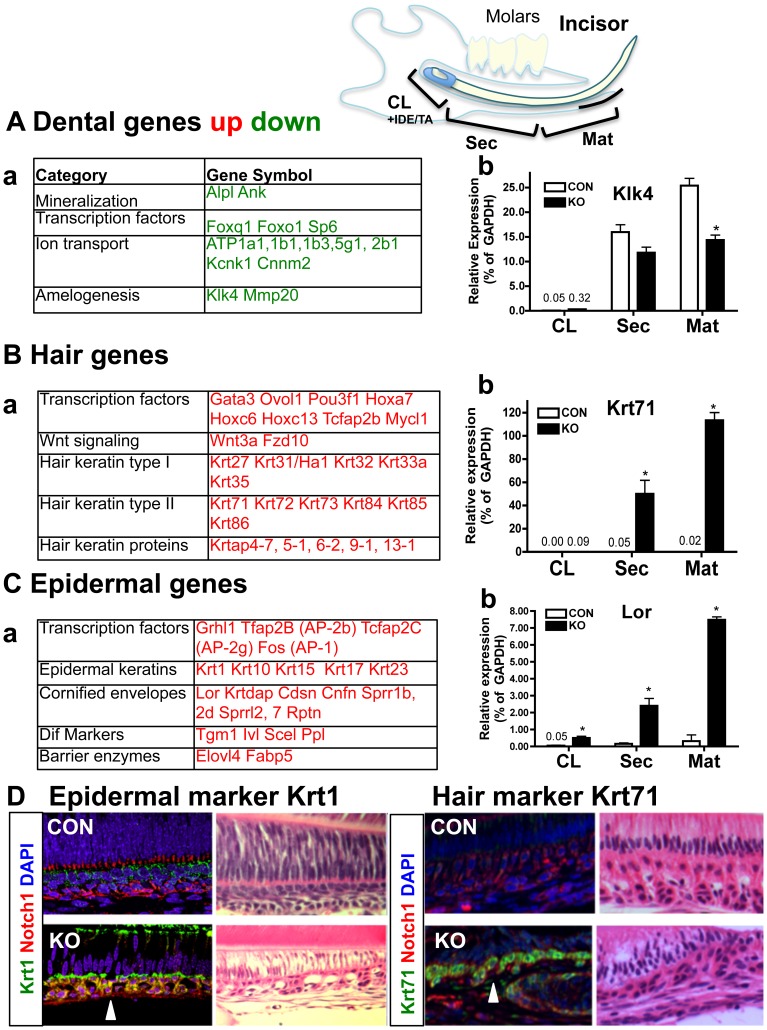
Med1 ablation prevents dental fate but drives epidermal fate. The IPA pathway analysis on 4(A) The expressions of dental genes were decreased in KO at the Mat stage. Instead, hair genes (B) and epidermal genes (C) increased in KO at the Sec and Mat stages. The full list of altered genes with fold changes and detailed information is shown in Tables S1, 2 and 3. Green letters indicate down-regulation and red letters indicate up-regulation. The mRNA levels of representative genes for dental (A, b Klk4), hair (B, b Krt71), and epidermal (C, b Lor) are confirmed by QPCR. The average and SD of relative expressions (% of GAPDH) in CL, Sec and Mat at 4 wk are shown. The numbers show the value of the relative expression, which are too low to represent using bars. The statistically significant increases/decreases in Med1 KO (closed bars) compared to KO (open bars) at each stage are shown by asterisks (n = 3, *p*<0.05). (D) Immuno-staining of epidermal keratin Krt1 (left) and hair keratin Krt71 (right) (Krt1 or Krt71 green, Notch1 red, DAPI blue) in the Med1 KO and CON at 4 wk. Equivalent sections stained by HE are presented on the right side of each image.

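Hox genes, taken as a family after their values were seen, numbered 38 on the array, of which 13 were detected in KO at Sec and Mat and on no other array and 1, Hoxa13, was detected on all 6 arrays. The cornified envelope genes already had a median of 0.57 at CL, where 9 of 19 detected genes were higher in KO and none was lower. The dental genes of Table S1, chosen by the study on these arrays and so not independent evidence of their direction, had a median of -0.04 at CL and 0.05 at Sec, where 9 of 32 were higher and 2 were lower.

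**Figure D1:**
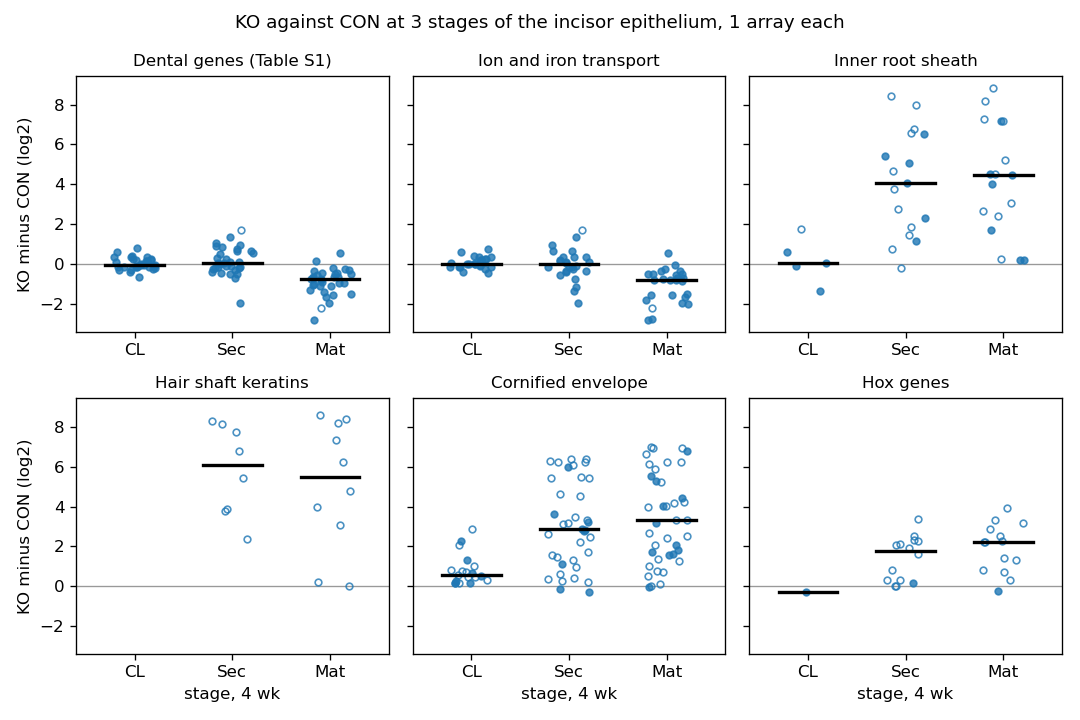
Each panel shows the genes of a group at CL, Sec and Mat, with the log2 difference KO minus CON on the vertical axis, from 1 array per genotype and stage. Filled points are genes detected on both arrays, open points are bounds for genes detected on 1 of them, and the black line is the median of the group. The medians of the hair, cornified envelope and Hox groups lie above 0 at Sec and Mat, whereas those of the dental and transport groups lie near 0 at CL and Sec and below 0 at Mat.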

### Med1 Ablation Results in Defects in Niche Architectures

We then explored the mechanism by which Med1 ablation changes the cell fate from dental epithelia to skin epithelia. The cell fate of dental epithelia is controlled by dental epithelial stem cells (DE-SC) that reside in a stem cell niche called the cervical loop (CL) in incisors (Figure 3A). Previous studies demonstrated that slow-dividing DE-SC are located in the region of OEE/IEE/SR cells in the labial CL and are capable of differentiating into dental epithelial lineages [1], [29]. Med1 was abundantly expressed there in CON CL but was absent in Med1 KO CL (Figure 3B Med1). It has been shown that functional defects in DE-SCs cause morphological changes in the labial CL [29], [30]. Therefore, the architecture of the stem cell niche was analyzed in the CL region histologically. Med1 deletion did not affect the morphology of the newborn CL (data not shown), but changes were observed at 4 wk, when hair growth in the dental epithelia was first observed. Serial sectioning of the CL shows that the bend in the CL was less pronounced, the SR was expanded, and the OEE/IEE alignment was disturbed in KO compared with CON (Figure 3B HE; serial sections in Figure S3). The cell proliferation of OEE/IEE and IDE equivalent to transient amplifying cells (TA) increased in KO incisors (Figure 3B, PCNA), implicating that DE-SCs were activated. In addition, the expression of extracellular matrix proteins (EMC) decreased. Von Willebrand factor A domain 2 (Vwa2) was expressed at the basement membrane in OEE/IEE and TA but decreased in Med1 KO (Figure 3B Vwa2). Vwa2 was examined because its expression decreased the most in the Med1 KO CL compared to CON in the array analyses shown later (GSE50501). The numbers of other ECM proteins also decreased in the KO. Because Vwa2 is present in hair follicle stem cells [23] and mediates cell adhesion through its RGD domain [31], Med1 deletion may potentially affect the cell-ECM adhesion of DE-SCs and their progenitors.

**Figure 3:**
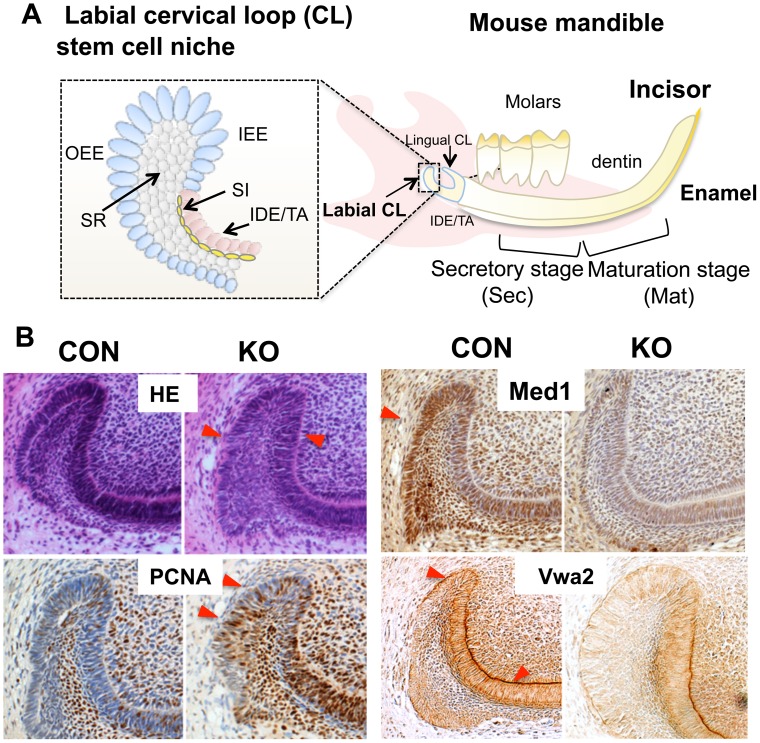
Med1 ablation resulted in defects in the DE-SC niche. (A) A diagram to show the location of the labial CL in mouse mandible, where DE-SCs reside. The CL is composed of OEE, IEE, SI, and SR (left). (B) Histological analyses of CL in Med1 KO and CON at 4 wk. Med1 is abundantly expressed in OEE/IEE/SR in the CL but diminished in the KO (Med1, brown signals with blue counterstaining). Histological staining shows the morphological alterations of the CL in KO (HE, red triangles). Cell proliferation is increased in OEE/IEE and IDE equivalent to transient amplifying cells (TA) in KO (PCNA staining, brown signals with blue counterstaining). Vwa2 expression in the basement membrane of OEE and IEE decreased in Med1 KO (Vwa2 brown staining with blue counterstaining). The results were reproduced in two independent experiments using two Med1 KO mice from different litters.

### Med1 Ablation Extends Sox2 and DE-SC Signature Expression into the Presumptive Differentiation Zone

Next, DE-SCs were monitored by the expression of the stem cell marker Sox2. Sox2 was enriched in CL but disappeared as dental epithelial cells differentiated into the Sec and the Mat stages in CON incisors (Figure 4A CON). However, Sox2-expressing cells extended into the SI and the papillary layer in the Sec and the Mat stages in the Med1 KO (Figure 4A Mat enlarged image). The locations of Sec and Mat stages are shown in a diagram in Figure 4. The mRNA levels of Sox2 also remained elevated at the Mat stage of KO incisors (Figure 4B Sox2 red arrow). The mRNA expression of the DE-SC signature of Vwa2, showed a similar expression pattern, in which Vwa2 remained higher in KO compared to CON (Figure 4B Vwa2 red arrow). 

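Gata3, a transcription factor of the inner root sheath on chromosome 2 of GRCm38.p6 from 9857078 to 9887953, was not detected in CON at any stage nor in KO at CL. In KO it had a log2 value of 10.83 at Sec and 11.44 at Mat, which is at least 4.70 and at least 5.25 above the lowest value detected in CON. Pou3f1 followed the same course, with a difference of at least 2.98 at Sec and at least 3.83 at Mat. Lrig1, a marker of stem cells in skin, had a difference (KO minus CON) of -0.45 at CL and was higher by 2.59 at Sec and 3.40 at Mat, and Lgr5, a stem cell receptor of hair follicles and other epithelia, was detected in KO only at Mat (at least 1.05). Of 17 detected genes of the cervical loop and dental progenitors, 4 were higher at Mat, 4 were lower and 9 were neither, with a median of -0.08. The 4 that were lower at Mat included Isl1 (-1.06) and Bmp4 (-0.70).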

The expression of the HF-SC signature transcription factors that direct cells to hair lineage including Gata3 [32] and Pou3f1/Oct6 [23] were robustly induced at the Mat stage of KO incisors (Table S2 transcription factors). These results demonstrate that Med1 ablation extended Sox2-expressing DE-SCs into the Sec and the Mat zones. Our results suggest that DE-SCs may migrate out to a differentiation zone by increasing proliferation and decreasing adhesion capability. In addition, Med1 ablation induced several transcription factors associated with HF-SC, such as Gata3, Pou3f1/Oct6, Ovol1, Hoxb7, c6, and c13 [23], demonstrating that extended dental stem cells may be converted into HF lineage cells.

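Hoxb7 and Hoxc6 were detected in KO only, with a log2 difference of at least 2.54 and at least 2.29 at Sec and at least 3.33 and at least 3.15 at Mat. They were not alone in their family. Hoxa5 (at least 2.86 at Mat), Hoxd8 (at least 2.55), Hoxa7 (at least 2.28), Hoxb2 (at least 2.24) and Hoxb5 (at least 2.22), named after their values were seen, were also detected in KO at Sec and Mat and on no CON array. By the fixed rule 9 Hox genes were higher in KO at Sec (median of at least 1.78 over 14 detected) and 12 at Mat (at least 2.23), and 24 of the family were detected on no array. Hoxc8 and Hoxb13, listed with the hair factors, were among the 24.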

**Figure 4:**
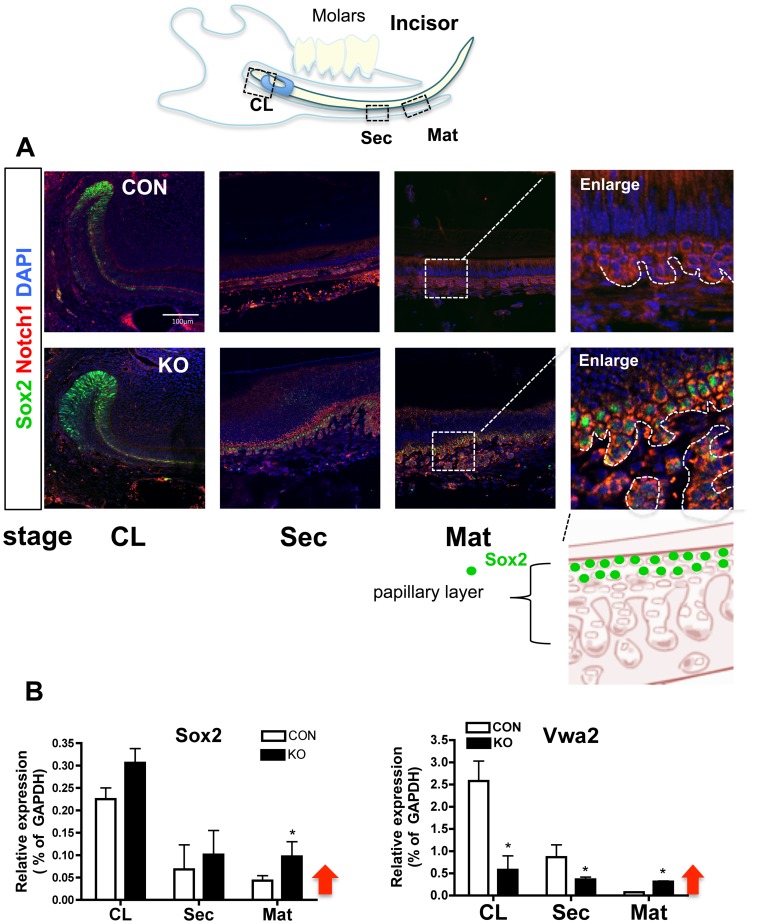
Med1 ablation extended Sox2 and stem cell signatures. (A) Stem cell marker Sox2 expression in dental epithelia at three different stages; the CL (left panels), the Sec (second left), and the Mat stage (third left) in Med1 KO and CON at 4 wk (green Sox2, red Notch1, blue DAPI). The location of the 3 stages is shown in the upper diagram. Enlarged images of the boxed area of the Mat stage are also shown (far right panels), and papillary structures are indicated by dotted lines. The lower diagram shows the location of Sox2 (green) in the papillary layer. (B) The mRNA expression of Sox2 and Vwa2 at three stages (CL, Sec, and Mat) in KO (closed bars) compared to CON (open bars) at 4 wk. The SD of relative expression (% of GAPDH) and the statistical significance (n = 3, * *p*<0.05) are shown. Red arrows indicate their retention in the Mat stage in KO.

### Med1 Ablation Alters DE-SC Cell Fate Through Notch1 and Calcium Signaling

We then investigated whether the gene expression profile is altered in the stem cell niche of Med1 KO using expression arrays. The analyses comparing changes in the CL/Mat in the control tissues at 10 wk revealed potential DE-SC signatures (Figure 5A Array 1), that were enriched in the CL compared with the Mat (Table S4 red numbers). We further conducted a second array analysis to identify which genes are affected in the KO CL compared with the CON CL at 10 wk (Figure 5A Array 2) (GSE50501). We also analyzed these changes at 4 wk. 

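By the fixed rule 159 genes were higher and 176 lower in KO at CL of 8794 considered at 4 wk. Among genes detected on both, Ccdc144b (2.23) and Prf1, the perforin of cytotoxic lymphocytes (1.87), had the largest log2 differences (KO minus CON) after Lor, and Xlr4a (-1.97) and Aldh1a2, an enzyme of retinoic acid synthesis (-1.27), were among the lowest. Of the 20 genes of Figure 5B, which the study chose at 10 wk, 4 were lower in KO at CL and none was higher, and their median of -0.36 lay below that of all 10000 random lists. At Sec 4 were higher and 11 lower (median -0.61) and at Mat 6 were higher and 6 lower (median 0.14). Camera over the 3 stages did not call the list (adjusted p = 0.119), nor did it with an estimated correlation (adjusted p = 0.563). At the preset correlation it called the list lower without the Mat arrays (adjusted p = 0.0013). The 4 lower at CL were the matrix protein Prelp, which was the lowest, Shh (-0.73), Angptl7 (-0.72) and Egr1 (-0.66). Between the stages of CON, 1842 genes were higher and 1533 lower in CL than in Mat. Of the same 20 genes, 12 were higher in CL than in Mat and 4 were lower, with a median of 1.29. Among all genes detected on both arrays and higher in CL, Dlk1 (4.22) and then Vwa2 had the largest differences. Of 21 proliferation genes 20 were higher in CL than in Mat (median 2.02), whereas Klk4 was lower (-7.53). At CL 1 of 3 detected sex-linked genes, the Y-linked Eif2s3y, was higher in KO (1.72). On simulated arrays with the noise of the CL pair, 426 genes with no change passed the same rule. The 10599 genes considered there include those simulated as changed and outnumber the 8794 of the real pair. The simulated and real counts are therefore not on a like base. The simulated noise was taken from KO minus CON at CL and so includes any real change there. With a fold of at least 2 the CL counts were 31 and 15, and with the deposited normalized values 47 and 35.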

We further selected genes essential for stem cell function by comparing them with HF-SC signatures, which were previously identified through the epigenetic status of HF-SC [23]. They were also compared with ESC derived tissue specific lineage genes [23]. These comparisons revealed a short list of DE-SC signature genes, which are conserved in HF-SC or ESC but down-regulated in Med1 KO compared with CON at 10 wk (Figure 5B, Table S4). The stem cell niche transcription factors or lineage determinants, such as Sox9 [33], Twist2 [34] and Egr1, decreased. The signaling component of Shh, which controls the cell fate of dental epithelia, was also down-regulated. In addition, a significant number of extracellular matrix (ECM) proteins including CCN family members were down-regulated affecting cell adhesion as previously shown in Figure 2 (Figure 5B, Table S4 green numbers). On the other hand, epidermal markers were already induced in the CL fraction at 4 wk probably because it contains IDE/TA and the proximal portion of the secretion zone. 

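Of 25 detected epidermal genes of Table S3, chosen by the study on these arrays and so no independent evidence, 11 were higher in KO at CL and none was lower, with a median log2 difference (KO minus CON) of 0.52. Lor was higher by 2.25, Krt10 by 0.97, Dmkn by 1.34, Krtdap by at least 2.87 and Rptn by at least 2.06, all genes of the upper layers of the epidermis. The cornified envelope list gave a median of 0.57, above all 10000 random lists, and 11 of its 19 detected genes were detected in KO only. It shares Lor, Krtdap, Rptn and other genes with Table S3, so it is not independent of that table. Genes of the oral and gingival epithelium were higher too, with 6 of 9 detected (median 0.81) and none lower. Among them Krt13, a keratin of the oral mucosa, was higher by at least 3.80, Krt16 by at least 2.74, Krt6b by at least 1.76 and Krt4 by at least 0.98. At Mat 2 of 9 detected genes of the oral list were higher and 4 were lower, with a median of -0.38. No hair shaft keratin was detected at CL, and of 5 detected inner root sheath genes 2 were higher and 1 was lower. The oral list was called higher by camera over the 3 stages (adjusted p = 0.011), and not with an estimated correlation (adjusted p = 0.562) or without the CL arrays (adjusted p = 0.169).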

Pathway analysis (IPA) and our knowledge predicted upstream regulators inducing these changes in CL. Notch1 was an inhibitory regulator at both 4 wk and 10 wk. Notch ligand Dlk1 decreased, and Notch1 regulated matrix proteins such as Ctgf and Cry61 decreased [35] which potentially supports stem cell adhesion and differentiation [36] (Figure 5C). 

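At CL the Notch ligand Dlk1 (chromosome 12 of GRCm38.p6 from 109452485 to 109463336) had a log2 difference (KO minus CON) of -0.51 and Ccn1, listed in the paper as Cyr61, of -0.53, both within 1.5-fold. Ccn2, listed as Ctgf, had -0.14, and the insulin-like growth factor binding proteins Igfbp2 (-0.49), Igfbp3 (-0.31) and Igfbp4 (-0.32) lay on the same side. Of the 9 genes of Figure 5C, 1, Egr1, was lower at CL by the fixed rule and none was higher, and their median was -0.32, below all but 0.01% of random lists. The group is the study's own, drawn from its arrays of CL, so its direction is not independent evidence. At Sec 5 of the 9 were lower, among them Dlk1 (-2.54), Mmp13 (-1.48) and Ccn1 (-1.20), and 2 were higher (median -0.91). At Mat 6 were lower and Dlk1 was higher (1.76). Of 22 detected genes of the Notch pathway none was higher or lower at CL (median -0.05), with Notch1 at -0.23, its target Hes1 at 0.11 and Nrarp at -0.08. At Sec 4 of 21 pathway genes were higher, among them Notch1 and Nrarp (1.44 each), and 3 were lower, among them Hey1 (-1.10), with a median of -0.27. At Mat 4 of 23 were higher, among them Notch1 (0.70), and 6 were lower, among them Notch4 (-1.26), with a median of -0.07. Camera over the 3 stages called the group of Figure 5C lower (adjusted p = 0.00572), and not with an estimated correlation (adjusted p = 0.484), and did not call the Notch pathway (adjusted p = 0.85). The estimated correlation leaves camera 2 residual degrees of freedom, so the lack of a call with it says little. When adjusted over the list alone 3 of the 9 passed, and none over all genes. With pathway analysis and the authors' own knowledge the paper predicts Notch1 as an inhibitory regulator in CL, and it names lower Dlk1, Ctgf and Cyr61.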

The Notch1 protein was also reduced in the CL of Med1 KO incisors compared with that of CON incisors (Figure 5E). IPA also predicted that calcium is a potential activating regulator to induce epidermal differentiation at 4 wk. Calcium functions through calcium binding proteins, such as S100a8 and a9, and through AP-1 factors, which would induce Lor or Krt1 through their binding to calcium response elements in the promoter of these genes (Figure 5D). These results demonstrate that Med1 regulates fate transcription factors in somatic stem cells. 

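S100a8 had a log2 difference (KO minus CON) of 0.53 at CL, just within 1.5-fold, and S100a9 was higher by 0.61. Calm4, a calmodulin-like protein of the epidermis, was higher by at least 1.04, and the cathelicidin Camp by 0.65. Of 10 detected genes of Figures 5B and 5D, chosen by the study and so not independent evidence, 6 were higher at CL and none was lower (median 0.63), and at Mat 5 were higher and 2 were lower (median 0.49). Of 13 detected S100 and calmodulin-like genes, 4 were higher at CL, none was lower and 9 were neither, with a median equal to the value of S100a8. Krt1 was not detected at CL in either genotype and was detected in KO only at Sec (at least 1.14) and Mat (at least 1.98). Of 7 detected AP-1 and AP-2 genes none was higher or lower at CL (median -0.04), with Fos at -0.04 and Jun at -0.54. S100a8, S100a9 and Camp are also abundant in neutrophils. Of 14 detected neutrophil genes at CL 8 were higher in KO and none was lower, and their other members Mpo (0.92), Chil3 (0.90) and Ngp (0.71) moved with them. At Mat 1 of 9 detected neutrophil genes, S100a8, was higher (0.87), and the median was 0.10. At Sec S100a8 (1.71) and S100a9 (1.47) were higher, as were 7 of the 10 genes of Figures 5B and 5D (median 1.59) and 9 of 12 neutrophil genes (median 1.50). Over the 3 stages camera called the genes of Figures 5B and 5D (adjusted p = 1.75e-05), the S100 and calmodulin-like list (adjusted p = 1.48e-05) and the neutrophil list (adjusted p = 1.32e-09) higher, and none with an estimated correlation (adjusted p = 0.484 for each). The estimated correlation leaves camera 2 residual degrees of freedom, so the lack of calls with it says little. When adjusted over the list alone, 3 of 9, 5 of 13 and 0 of 11 tested genes passed.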

Med1 ablation causes cell fate switch by preventing dental differentiation probably by reduced Notch signaling and facilitating calcium induced epidermal differentiation.

**Figure 5:**
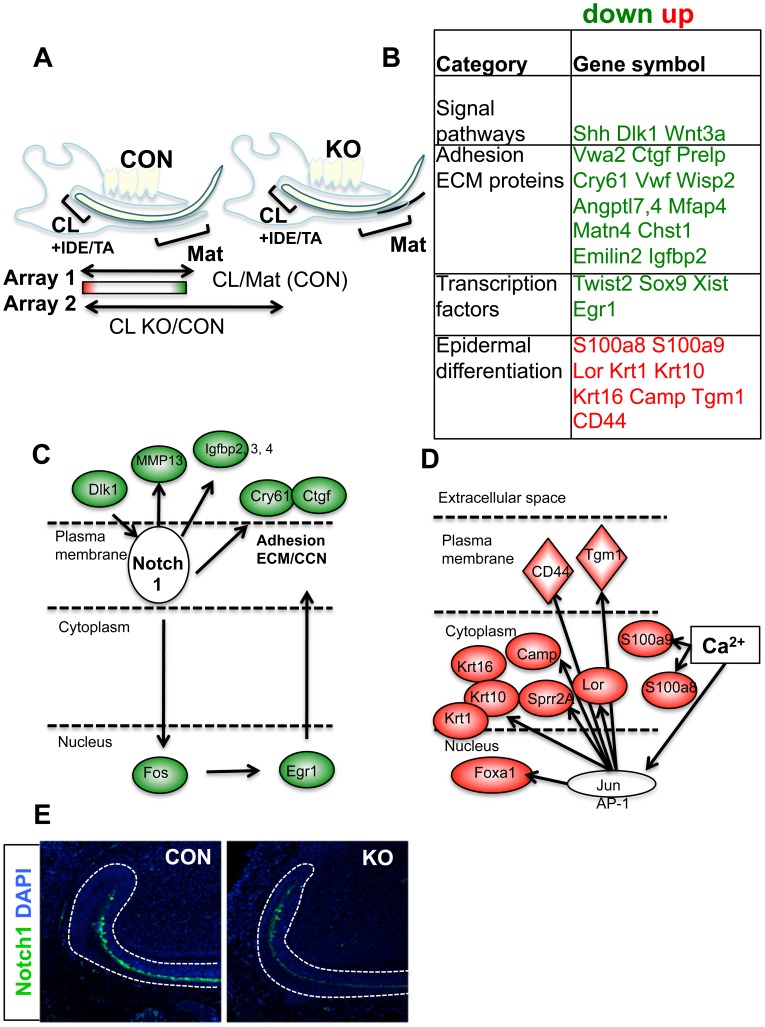
Gene expression profiling predicted changes in Notch and calcium signaling upon Med1 deletion. (A) Strategy of microarray analyses. CL and Mat tissues were dissected from Med1 KO and CON mice at 4 wk and 10 wk. Array 1 calculated fold changes in CL/Mat in control mice revealed genes that are enriched in CL compared to the Mat stage, which are DE-SC signature candidates. Array 2 calculated fold changes in KO/CON at CL shows genes up-or down-regulated in Med1 KO compared with CON. Arrays were performed on RNA samples from Med1 KO and CON. (B) These analyses revealed a list of DE-SC signatures affected in the CL of Med1 KO in comparison with gene pools identified through other stem cells of ESC or HF-SC. Green letters show down-regulation, and the red letters indicate up-regulation. Fold increases and other details are listed in Table S4 (10 wk). (C, D) The IPA pathway analysis predicted that Notch1 (C) and calcium (D) are potential upstream regulators to cause these changes in Med1 KO. The sub-cellular location and the up- and down-regulation of genes are shown by red and green, respectively. (E) The protein expressions of Notch1 at 4 wk are shown in CL of Med1 KO and CON.

### The Role of Calcium and Notch1 in the Med1 Regulation of Dental Epithelial Differentiation *in vitro*

CL-derived dental epithelial (CLDE) cells were established to examine the impact of Med1 deletion on cell fate *in vitro*. The roles of Notch1 and calcium on CLDE cell differentiation were also examined (Figure 6A). Tissues from the CL region of mouse embryonic incisors were dissected, and epithelial cells were cultured at a low density until self-renewing colonies were developed and naturally immortalized. Most of the CLDE cells expressed the stem cell marker Sox2 when they were maintained in a serum free medium with low calcium (Figure 6B -Ca^2+^). The number of Sox2-positive cells decreased in the presence of high calcium (1.5 mM) (Figure 6B +Ca^2+^ for 4 days) indicating differentiation. However, when endogenous Med1 expression was silenced by siRNA (typical mRNA blocking efficiency was 82.5±2.4%), the number of Sox2-positive cells remained high even in a high calcium medium (Figure 6B). The CLDE cells were maintained in the high calcium medium for 1–13 days to examine whether calcium affected Sox2 and cell differentiation. The Sox2 expression decreased with high calcium, while Med1 silencing abrogated this Sox2 reduction until 7 days in the culture, indicating that Med1 deletion prolonged stem cell potential. Dental and epidermal differentiation was also monitored by analyses of the mRNA expression levels of the dental SI marker Alpl and the epidermal marker Lor, respectively (Figure 6C). When Med1 was silenced, calcium-induced epidermal differentiation was shown by the time-dependent increase in Lor mRNA levels, while dental SI differentiation (Alpl) was not induced (Figure 6C, E). Next, we examined the role of Notch signaling in Med1 regulated dental epithelial differentiation and cell fate determination in the CLDE cells. When Med1 was silenced, the expression of the Notch target gene Hes1 decreased for 7 days compared with the control cells (Figure 6C Hes1). This effect was associated with a lower level of cleaved Notch (c-Notch) (4 day culture), although the full-length Notch1 level was not affected (Figure 6E). When cells were treated with DAPT, a γ-secretase inhibitor, to suppress Notch1 cleavage (Figure 6E DAPT c-Notch1), the induction of Alpl was suppressed, whereas expression of Lor was induced similar to the effect of Med1 silencing (Figure 6D). These results suggest that Med1 is required for the activation of Notch1 target genes, such as Hes1, which is involved in dental epithelial cell fate determination, although calcium is required to drive differentiation of the Sox2-expressing cells to an epidermal fate *in vitro*. We confirmed that hair keratin Krt71 expression is increased in the papillary cells adjacent to blood vessels during the Mat stage of Med1 KO incisors, where calcium is supplied for enamel formation (Figure 7).

**Figure 6:**
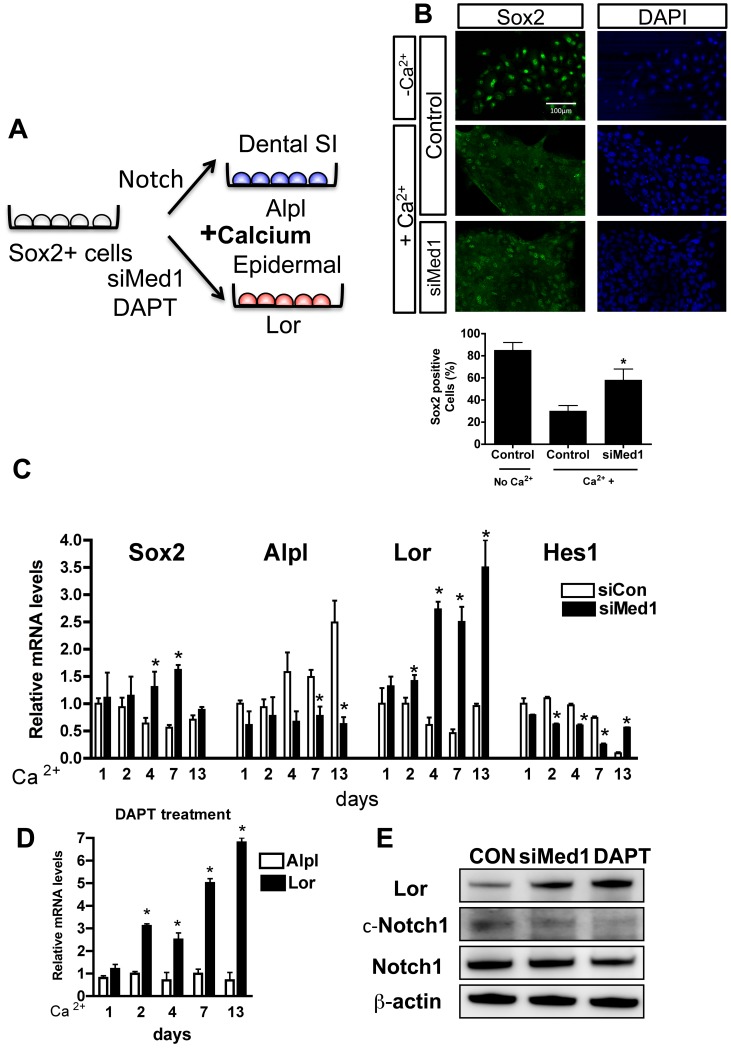
Med1 regulates cell fate through calcium and Notch signaling. (A) Cervical loop derived dental epithelial (CLDE) cells were established, and Med1 was silenced by siRNA (siMed1). (B) Sox2 was present in CLDE cells that were maintained in low calcium (upper panels), was decreased in high calcium (1.5 mM) (middle panels) (4 days culture), but sustained in siMed1 cells in high calcium (lower panels) (Sox2 green, DAPI blue). The numbers of Sox2 positive cells were counted (bar graph). (C) Control (open bars) and siMed1-treated cells (closed bars) were maintained for 1–13 days in 1.5 mM calcium, and the mRNA expression of Alpl (blue in A), Lor (red in A), Sox2, and Hes1 were measured. Data are shown as the mean±SD of triplicate measurements. The statistically significant increases or decreases in siMed1 compared with sicontrol at each stage are shown by asterisks (*p*<0.05). (D) Notch inhibitor DAPT suppressed the induction of Alpl, but induced the expressions of Lor (* *p*<0.05) when cells were maintained in a high calcium condition. The control mRNA level at Day 1 without DAPT for Alpl or Lor was set as 1. (E) The protein levels of Lor, cleaved Notch (c-Notch), total Notch, and the loading control β-actin (4 days in high calcium) are shown by the Western blot analysis. The results were reproduced in two different batches of CLDE cells.

**Figure 7:**
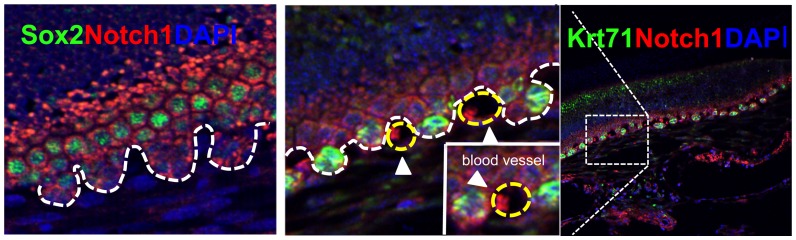
Hair differentiation was induced adjacent to the blood vessels in which calcium is supplied. (A) Hair keratin Krt71 was detected in the papillary layer adjacent to the blood vessels (right panel). Enlarged images are shown in the middle panel (Krt71 green, Notch1 red, DAPI blue). Yellow dotted circles and white arrows show the blood vessels in which erythrocytes are detected (insert). Sox2 was expressed in basal cells in the papillary layer (left panel, Sox2 green, Notch1 red, DAPI blue).

In summary, we show a schematic diagram (Figure 8) in which we propose that Med1 ablation affects the differentiation of the dental epithelium in two locations. In the CL, Med1 deletion prevents the DE-SC commitment to the dental lineage and sustains Sox2 expression. Our results implicate that Med1 ablation reduces Notch signaling, increases proliferation, and prevents the formation of the appropriate stem cell niche architecture to retain Sox2-expressing DE-SCs in CL. Therefore, Sox2-expressing cells extend well into the Sec and the Mat zones, and Med1 deficient cells then establish a new differentiation center. The cell fate switches to the epidermal lineage by aberrant Notch signaling and by access to extracellular calcium from the vasculature in the papillary layer that facilitates epidermal and hair follicle differentiation without Med1.

**Figure 8:**
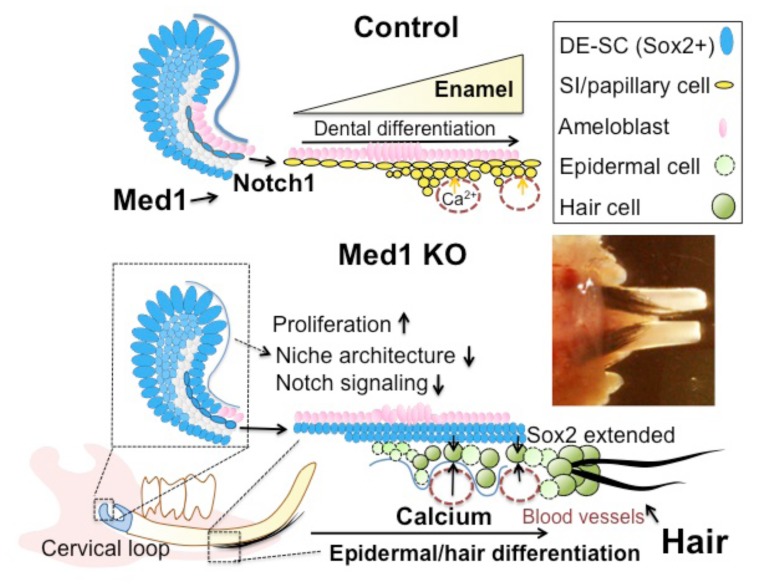
A proposed model in which Med1 ablation alters epithelial cell fate. Med1 regulates Notch signaling by activating Notch1 target genes (upper diagram). Med1 maintains the niche architecture containing Sox2-expressing dental epithelial stem cells (DE-SC) (blue). Enamel is formed as dental epithelia differentiate in control incisors partly due to Notch signaling. In contrast, DE-SCs fail to commit to the dental lineage when Med1 is ablated (lower diagram). Instead, Sox2-expressing cells (blue) extend into the differentiating zones. Med1 deficient cells are exposed to extracellular calcium through the blood vessels (red-dotted circles) adjacent to the papillary layers (yellow). Med1 deficient cells are differentiated into epidermal cells (light green) and hair keratinocyte-like cells (green) and produce mature hair shafts (black) in the Med1 KO incisors (inserted picture).

## Discussion

### Med1 Regulates the Proliferation and Differentiation of Adult Stem Cells to Govern Dental Epithelial Cell Fate

Our studies strongly suggest that incisor-specific adult stem cells and their regeneration process are required for ectopic hair formation in Med1 KO mice because 1) hairs are formed only in the incisors but not in the molars, 2) hairs are generated at the expense of enamel, and 3) hairs are post-natally generated and continuously regenerated even after hairs are depilated (data not shown). Unlike humans, mouse incisors continuously grow throughout their life because of the adult stem cells residing in the CL. The stem cell maintenance and cell fate decision are supported by the cellular microenvironment (niche) [37]. Stem cells may exchange signals with cells or ECM to maintain their multi-potency to differentiate. Our array analysis revealed that Med1 ablation resulted in major changes in niche ECM proteins. Niche ECM proteins in DE-SCs, such as Vwa2, collagen Col18a1, Ctgf, Slit2 [38] and CCN family members, may mediate cell adhesion and control the migration and the proliferation of DE-SCs [39]. Med1 ablation led to increased proliferation of OEE cells, and Sox2 and other stem cell signature genes continued to be expressed in the differentiating zone consistent with the aberrant differentiation program. Our previous study of Med1 ablation in the epidermal keratinocytes of the skin also demonstrates that an aberrant differentiation in the hair follicle cycle is accelerated into anagen (growth phases of the cycle), perhaps due to the activation of bulge HF-SC, but mature hair follicles capable of producing hair shafts do not develop [17]. *In vitro* Med1 silencing increased proliferation but decreased the formation of the E-cadherin/β-catenin complex that is critical for both cell adhesion and keratinocyte differentiation [15]. When the niche specific ECM protein Col17a1 is deleted from bulge HF-SCs [40], the hair follicle cycle is shifted to anagen with a skin phenotype similar to that of Med1 null mice [17]. Thus, the disruption of DE-SC differentiation by Med1 deletion may be consistent with the disruption of SC differentiation in the hair follicle of the skin, although Med1 ablation in DE-SCs leads to the production of the hair shaft in the wrong place, but the loss of hair shaft production in the right place (i.e. the skin). Calcium may potentiate this process in the incisors. The hair shafts appear in the region in which blood vessels are in close proximity to the papillary zone of the dental epithelium that under normal circumstances provides for the transport of calcium through the overlying SI and ameloblasts into the enamel matrix. Calcium is a well-known stimulator of keratinocyte differentiation [24]. When Sox2-expressing dental epithelial cells are exposed to calcium, their differentiation toward the hair phenotype can be stimulated. Med1 was not required for epidermal differentiation, which resembles the processes in the Med1 KO skin, in which the hair and the epidermis are developed normally in the embryonic and the morphogenic stages (P1–17) [17]. Calcium-induced epidermal differentiation may be driven by AP-1 factors, which may facilitate their transcription without Med1. These results suggest that dental epithelia employ Med1 independent hair and epidermal morphogenesis that occurs in early stages of skin development. Mediator may form the complex without one subunit of Med1, which still functions even though the conformation or the interface may be altered.

### Med1 Controls Cell Fate Through Calcium and Notch1 Signaling

Our pathway analysis of the array data predicted that these changes induced by Med1 ablation could be due to the disruption of Notch signaling because Notch regulates the expression of the matrix CCN family members either directly and/or indirectly [35]. Our *in vitro* studies of Sox2-expressing dental epithelial cells showed that Med1 ablation resulted in defects in the dental epithelial SI lineage through Notch signaling. The Notch inhibitor DAPT blocked the expression of AlpI, a marker of SI cell differentiation, and shifted differentiation toward an epidermal phenotype as observed with Med1 silencing. Previous studies have also shown the role of Notch1 signaling in dental epithelia [41], [42]. Moreover, earlier studies show the recruitment of Med1 to the Hes1 promoter along with Notch1 (Med1 is also called Med220) [43]. Coactivators and corepressors of Notch signaling are known to regulate cell fate [9]. In Drosophila, the manipulation of Notch coregulators stimulates an epidermal phenotype with extra hair-like bristles at the expense of sensory neurons [44]. Thus in the absence of Med1, the disruption of Notch signaling may account for the change in dental epithelial differentiation toward an epidermal fate coordinated with calcium available for enamel formation in dental tissues. Although ameloblast differentiation and enamel matrix secretion were relatively normal, ameloblast maturation and mineralization decreased in Med1 KO incisors, which may explain enamel hypoplasia.

### Med1 KO Model Shows Hair Regeneration Potential

Because both enamel and epidermal lineages are derived from the ectoderm, they likely share some signaling pathways involved with differentiation. Epidermal lineage may be the default fate for DE-SCs, such that Med1 deletion or other stimuli in dental cells may induce an epidermal fate. In fact, hair was accidentally regenerated during experiments undertaken to generate tooth germs (personal communication) in which ES-derived dental epithelia and dental mesenchyme were transplanted under the renal capsules [45]. Because hair is difficult to regenerate, our study demonstrates the potential that human hair could be regenerated by other epithelial cells.

In summary, we propose a model in which Med1 ablation affects the stem cell function at two locations. Med1 may be a master regulator not only for ESC but also for adult stem cells to determine cell fate. Med1 regulation through a Notch signaling partnership with calcium induces a cell fate switch. Our study shows the potential to develop a new hair regeneration therapy to treat diseases such as alopecia or ectoderm dysplasia.

## Materials and Methods

### Krt14-driven Med1 KO Mice

Conditional Med1 KO mice were generated as described in Figure S1 [17]. Briefly, floxed (exon 8–10) Med1 mice [26] (C57/BL6 background) were mated with transgenic mice expressing *Cre* recombinase under the control of the keratin 14 (Krt14) promoter (The Jackson Laboratory, C57/BL6). Genotyping was performed by PCR as previously described [17]. All of the experiments were approved by the Institutional Animal Care and Ethics Committee at the San Francisco Department of Veterans Affairs Medical Center.

### Microcomputed Tomography (µCT) Analyses

To assess tooth mineral content and structure, the mandibles of Med1 KO and littermate controls (CON) at P17 and 10 wk were scanned using microcomputed tomography (µCT). The mandibles were fixed in 10% phosphate-buffered formaldehyde (PBF) for 24 hours, stored in 70% ethanol, and scanned using a Scanco vivaCT 40 scanner (Scanco Medical AG, Basserdorf, Switzerland) with a 10.5 µm voxel size and a 55-kV X-ray energy. Serial cross-sectional scans were performed on the whole mandible. A threshold of 1400 µg hydroxyapatite (HA)/mm^3^ was applied to segment mineralized enamel from bone and soft tissue, and 3D reconstructions were created using the manufacturer’s software.

### Surgical Dissection of Dental Tissues

Hair-producing dental tissues and equivalent control tissues were dissected from the mandible of Med1 KO and control littermate mice. The dental tissues between bone and dentin were removed under a dissecting microscope. At adult stages of 10 wk or later, relatively transparent dental tissues containing slightly pink or brown colored patches (melanin-producing) generated abundant hairs in Med1 KO mice in the location where control mice produced a yellow-colored enamel organ (Mat stage). At 4 wk, hairs were not observed under the dissecting microscope, but equivalent tissues to the adult stage were dissected from Med1 KO and CON mice. In addition, the CL and the tissue from the Sec stage located between the CL and the hair/enamel generating tissues (Mat stage) were also collected. Surgical methods were established to obtain an average variation of 4 samples (each combining tissues from 3 mice and 6 incisors) lower than 20% by GAPDH measurements in the QPCR analysis.

### RNA Preparation From Dental Tissues for Microarray Analysis

Total RNA was prepared using a Pico Pure RNA purification kit (ABI) from dental tissues collected from Med1 KO and CON mice. The total RNA quality was assessed using a Pico Chip on an Agilent 2100 Bioanalyzer (Agilent Technologies).

### Microarray Analysis

Gene expression profiles were analyzed using an lllumina beads chip based gene array (Mouse Ref 8 v 2.0) including 25,600 annotated transcripts and 19,100 genes. Sample preparation, labeling and array hybridizations were performed according to standard protocols from the UCLA Neuroscience Genomics Core Facilities. The data were normalized in the Genome Studio (Illumina). First, we confirmed the quality of the hybridization, the microarray data extraction, and the initial analysis by preliminary experiments by using dental tissues collected from a different number of mice at different stages (3–10 wk). Then, we evaluated differentially expressed genes at 4 wk and 10 wk by using Med1 KO and littermate controls (n = 3). The fold changes (log) in gene expression of Med1 KO over control were calculated (average intensity, *p*-values, and standard deviation). The data were then imported into the Ingenuity IPA software (Ingenuity) via data transformation by setting the fold change over and under 1.5 and the *p-*value less than 0.005. Several analyses performed to predict causal network, pathway, and upstream regulators were conducted using IPA software. The upstream molecules including transcription factors and small molecules were listed, potentially responsible for the observed changes in gene expression. The statistical significance of upstream regulators was evaluated by the z-score and the *p-*values calculated through the algorithm installed in IPA software. The array data were submitted to a public database (GEO/NCBI/NIH http://www.ncbi.nlm.nih.gov/geo). Data at 4 wk (CL, Sec, Mat in KO and CON) are available using accession number GSE50503, and data at 10 wk (CL in KO and CON) can be accessed in GSE50501 under the super-series GSE50504.

### Real Time PCR to Confirm Array Results

A real time PCR (QPCR) analysis was conducted to validate the microarray results using primers to a subset of genes from the microarray. Total RNA was isolated from dental tissues as described above. cDNA synthesis was performed using a TaqMan Reverse Transcription Reagents kit using random hexamer that was provided (Applied Biosystems, N808-0127, Foster City, CA). Real-time quantitative PCR was performed using Power SYBR Green (Applied Biosystems, 1102115) with the 7300 or 7500 Real Time PCR system (Applied Biosystems). Relative mRNA levels compared to the control gene GAPDH were determined using the ΔΔCt method. Primers for the QPCR analysis were designed using the Primer Express Software (Applied Biosystem) to span the exon and intron boundaries, or they were derived from the Primer Bank. Primer sets were verified by drawing dissociation curves. The primer sequences used for dental tissues are available upon request. Analysis was conducted using three independent litters of Med1 KO mice. Averages and standard deviations of relative mRNA expression are calculated. Statistical significance was evaluated by calculating the *p-*values using the Student’s t-test.

### Cervical Loop Derived Dental Epithelial (CLDE) Cell Culture

Tissues from the CL region of the mandible incisors of E15.5 were dissected and digested with type I collagenase (246 U/ml) (Gibco, 17100) and Dispase (1.17 U/ml) (Gibco, 17105). The cells were then cultured in a keratinocyte serum-free medium (K-SFM) (GIBCO, Life technologies, 17005-042) supplemented with EGF and BPE. The CLDE cell line was established through a long culture at a low density until self-renewing colonies were developed without mesenchymal feeder cells. After several passages, epithelial colonies developed. The fibroblasts were not able to survive in the K-SFM medium.

### Reproducibility and Statistical Analysis

All of the experiments using Med1 KO mice were repeated with two or three litters, and reproducibility was confirmed. The experiments using cultured dental epithelia were repeated using two independent batches and showed representative data. The statistical significance was calculated using the two-tailed unpaired Student’s t-test available in Microsoft Excel software (Microsoft Corporation, Redmond, Wash., USA). Differences with *p-*values of less than 0.05 were considered statistically significant and indicated by asterisks.

### Histological Analysis

Mouse mandibles were dissected from Med1 KO and littermate control (CON) mice. They were fixed in 4% paraformaldehyde at 4**°**C and decalcified in 0.5 M EDTA for two weeks. They were dehydrated and embedded in paraffin wax. The whole mandible was serially sectioned at 7 mm (sagittal sections) containing both the CL and enamel organ. They were stained with hematoxylin and eosin (HE).

### Immunostaining

Paraffin embedded jaw sections were treated with antigen unmasking solutions (Vector lab Citrate-based, H-3300). They were blocked by an avidin/biotin blocking kit (Vector lab, SP-2001), and incubated with primary antibodies against Med1 (TRAP220, Santa Cruz), Vwa2 (Santa Cruz Biotech 1∶1000), and loricrin (Covance 1∶1000). They were then developed using DAB staining solution (Vector Lab, SK-4100) and a Vectastain Elite ABC kit (Vector Lab) until brown.

### Proliferation

PCNA-positive cells were detected using a PCNA staining kit (93-1143, Invitrogen) according to the manufacturer’s protocol.

### Immunofluorescence

Paraffin-embedded mandible sections were dehydrated, rehydrated, and then pretreated in 10 mmol/L citrate buffer (pH 6.0, Sigma-Aldrich) for 20 min using a microwave for antigen retrieval. The specimens were blocked by Power Block (BioGenex) and incubated with primary antibodies against Med1 (Santa Cruz, TRAP220), Krt71 (Progen), and loricrin (Covance), Sox2 (Epitomics), Alpl (R&D system), Notch1 (Cell Signaling), and c-Notch1 (Cell Signaling). They were subsequently incubated with species specific secondary antibodies conjugated with fluorescent dyes (Invitrogen Molecular Probes), including Alexa 594 (red) and Alexa 488 (green). They were then counterstained with DAPI. The images were taken with a confocal microscope (LSM510, Carl Zeiss). Pictures were taken under magnification of 200.

### Gene Expression Analysis for CLDE Cells

Total RNA was also isolated from DE cells by using RNeasy kit (Qiagen). cDNA was synthesized by using a random primer with SuperScript III (Invitrogen). PCR amplification was performed with iQ SYBR Green Supermix (Bio-Rad Laboratories) and a CFX96 thermal cycler (Bio-Rad Laboratories). The relative mRNA levels compared to the control gene GAPDH were calculated. The primer sequences used for the analysis are available upon request in addition to those utilized for dental tissue analysis.

### Western Analysis

Cell lysates were prepared by using the CelLytic M cell lysis reagent (Sigma-Aldrich). Protein levels were determined by using Micro-BCA Assay Reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol. Ten micrograms of protein were loaded onto a NuPAGE Bis-Tris Gel. The blot was incubated with antibody against Notch1 (Cell Signaling), c-Notch (Cell Signaling), loricrin (Covance), and β-actin (Abcam), and subsequently with secondary antibody conjugated with HRP. The signals were visualized by an ECL kit (Thermo Scientific).

### siRNA Silencing of Med1 Expression

CLDE cells were incubated in 12 well plates at a density of 2×10^5^ cells/well in the K-SFM medium (Invitrogen). DE cells were transfected with either siRNA for Med1 (Thermo, Darmacon, ON-TARGET Plus L-040964-01) for mouse Med1 or control siRNA (Thermo, D-001810-10) by using Lipofectamine RNAi MAX (Invitrogen) according to the manufacturer’s protocol. The blocking efficiency of Med1 was confirmed by QPCR analysis and Western analysis. DE cells were switched to the K-SFM media containing 1.5 mM calcium to induce their differentiation and maintained for different lengths of time.

## Supporting Information

Figure S1 **Med1 is removed from the dental epithelia in Med1 KO mice.** (A) The gene-targeting strategy to delete the Med1 (exon 8–10) from keratin 14 expressing epithelia by using Cre-loxP system is illustrated. Triangles show the position of QPCR primers used to detect Med1 expression. Bar graph shows that QPCR analysis indicated that the mRNA expression of Med1 was reduced in dental epithelia in KO when compared to littermate control (WT). (B) The cartoon rendering of enamel epithelia in the CL containing dental epithelial stem cells (DE-SC) (upper) and columnar ameloblasts and stratum intermedium (SI) at the secretory stage corresponding C to show a reduction of Med1 protein in Med1 KO compared to control (CON) at P1.
(TIF)

Figure S2 **Dental epithelia generated hairs instead of enamel in Med1 KO incisors at 4 wk**. (A) Med1 KO incisors started to generate a few hairs (triangle) internally from their labial side where the control mice (CON) formed enamel (blue). No hair was observed in their molars. The diagram shows the structures of the teeth and the locations of hair generated in the incisors. (B) Histological assessment of dental tissues in Med1 KO compared to CON. Mandibles were fixed and decalcified, and sagittal sections were stained by HE. Enamel was decalcified and its presence was shown by a large blank space in CON. In contrast, Med1 KO did not have a blank space indicating a lack of enamel. Hair was internally visible in dental tissues (KO triangle). The CL was not included in these sections. (C) High magnification profiles of boxed area of Med1 KO (box c, d) and CON (box a, b) in B. Arrow shows abnormal expansion of dental epithelia of papillary layer (d) compared to CON (b). Triangle shows hair visible in dental tissues (c). Cell proliferation increased in KO (PCNA brown staining with blue counterstaining) (e, f). Red arrow shows dental epithelial area stained by PCNA.
(TIF)

Figure S3 **Med1 deletion resulted in the alteration of the morphology of the CL in Med1 KO incisors.** (A) The morphology of the CL, where dental epithelial stem cells (DE-SC) reside. Serial sections (1–6) of Med1 KO are compared to those of the CON (4 wk). Representative images are shown.
(TIF)

Table S1 **List of genes down-regulated in dental tissues at the Mat stage of Med1 KO (4 wk), which involve in dental epithelial differentiation.** Down-regulated genes (*p*<0.005) are categorized by their function during enamel development.
(PDF)

Table S2 **List of genes up-regulated in dental tissues at the Mat stage of Med1 KO (4 wk), which involve in hair differentiation.** Up-regulated genes (*p*<0.005) are categorized by their function during hair development.
(PDF)

Table S3 **List of genes up-regulated in dental tissues at the Mat stage of Med1 KO (4 wk).** Up-regulated genes (*p*<0.005) are categorized by epidermal differentiation, calcium signaling and cell adhesion involved during development of epidermis.
(PDF)

Table S4 **DE-SC signatures are down-regulated in Med1 KO.** Genes are categorized by comparison to previous epigenetic analysis of ESC or HF-SC. Genes to regulate tissue specific lineage are shown as ESC because they are bivalent or PGc repressed in ESC. Genes specific for HF are shown as HF-SC and TAC. DE-SC marker candidates that are enriched in CL are shown by fold changes of CL/Mat in CON (left column, red numbers *p*<0.005). The significant decrease of DE-SC candidates in Med1 KO compared to CON at 10 wk are highlighted by green numbers (right column, fold changes of KO/CON in CL *p*<0.005). The cellular locations of the genes are also shown beside fold changes.
(PDF)

# Supplementary material for: Ablation of Coactivator Med1 Switches the Cell Fate of Dental Epithelia to That Generating Hair
**Source:** PLoS One. 2014 Jun 20;9(6):e99991. doi: 10.1371/journal.pone.0099991
**Supplement:** Table S1 — List of genes down-regulated in dental tissues at the Mat stage of Med1 KO (4 wk), which involve in dental epithelial differentiation. Down-regulated genes (p<0.005) are categorized by their function during enamel development.

# Table S1

| Category                     | Entrez Gene Name                                     | Symbol      | Fold Change | Entrez Gene ID for Mouse |
|------------------------------|------------------------------------------------------|-------------|-------------|--------------------------|
| <b>Mineralization</b>        | Ankylosis, Progressive Homolog                       | Ank         | -2.17       | 11732                    |
|                              | Alkaline Phosphatase 2, Liver                        | Akp2/Alpl   | -1.48       | 11647                    |
| <b>Amelogenesis</b>          | Kallikrein related-peptidase 4                       | Klk4        | -2.66       | 56640                    |
|                              | matrix metallopeptidase 15                           | Mmp20       | -1.62       | 30800                    |
| <b>Ion Transport</b>         | ATPase, Na/K Transporting                            | Atp1b1      | -5.79       | 11931                    |
|                              | ATP Synthase, H <sup>+</sup> Transporting            | Atp5g1      | -1.56       | 11951                    |
|                              | ATPase Ca <sup>++</sup> Transporting                 | Atp2b1      | -0.59       | 67972                    |
|                              | Potassium Channel, Subfamily K, Member 1             | Kcnk1       | -4.72       | 16525                    |
|                              | Magnesium Channel                                    | Cnnm2       | -2.11       | 54805                    |
|                              | Solute Carrier Family 40                             | Slc40a1     | -4.83       | 53945                    |
|                              | Solute Carrier Family 5                              | Slc5a8      | -9.90       | 216225                   |
|                              | Solute Carrier Family 25                             | Slc25a1     | -3.22       | 13358                    |
|                              | Solute Carrier Family 39                             | Slc39a8     | -2.22       | 67547                    |
|                              | Solute Carrier Family 23                             | Slc23a2     | -4.13       | 54338                    |
|                              | Solute Carrier Family 26                             | Slc26a4     | -5.14       | 23985                    |
| <b>Tight Junction</b>        | Claudin 12                                           | Cldn12      | -1.98       | 64945                    |
| <b>Ca transport</b>          | Claudin 1                                            | Cldn1       | -2.82       | 12737                    |
| <b>Coactivators</b>          | Nuclear Receptor Coactivator 4                       | Ncoa4       | -8.09       | 27057                    |
|                              | Cofactor Required for Sp1 Transcriptional Activation | Crsp8/Med27 | -4.05       | 68975                    |
| <b>Others</b>                | Caspase 6                                            | Casp6       | -1.69       | 12368                    |
|                              | Ubiquitously Expressed Transcript                    | Uxt         | -2.40       | 22294                    |
| <b>Transcription Factors</b> | Forkhead Box Q1                                      | Foxq1       | -5.48       | 15220                    |
|                              | Forkhead Box O1                                      | Foxo1       | -5.22       | 56458                    |
|                              | paired-like Homeodomain Transcription Factor 2       | Pitx2       | -0.48       | 18741                    |
|                              | Isl1 Transcription Factor                            | Isl1        | -2.05       | 16392                    |
|                              | DNA-Binding Protein Inhibitor                        | Idb4        | -2.38       | 15904                    |
|                              | General Transcription Factor 3 A                     | Gtf3a       | -2.13       | 66596                    |
|                              | Zinc Finger Protein 185                              | Zfp185      | -2.46       | 22673                    |
|                              | Zinc Finger Protein 219                              | Zfp219      | -1.79       | 69890                    |
|                              | Zinc Finger Protein 637                              | Zfp637      | -1.88       | 232337                   |
|                              | Morc Family Cw-Type Zinc Finger 2                    | Zcwc1       | -2.44       | 74522                    |
|                              | Kruppel-Like Factor 13                               | Klf13       | -2.2        | 50794                    |
|                              | Trans-Acting Transcription Factor 6                  | Sp6         | -2.32       | 83395                    |
|                              | P53 Inducible Nuclear Protein 2                      | Trp53inp2   | -2.11       | 68728                    |

# Supplementary material for: Ablation of Coactivator Med1 Switches the Cell Fate of Dental Epithelia to That Generating Hair
**Source:** PLoS One. 2014 Jun 20;9(6):e99991. doi: 10.1371/journal.pone.0099991
**Supplement:** Table S2 — List of genes up-regulated in dental tissues at the Mat stage of Med1 KO (4 wk), which involve in hair differentiation. Up-regulated genes (p<0.005) are categorized by their function during hair development.

Table S2

Category	Entrez Gene Name	Symbol	Fold Change	Entrez Gene ID for Mouse
**Hair Differentiation**	Calcium Binding Differentiation	S100a3	27.74	--
	Peptidyl Arginin Deiminase	Padi1	6.85	--
**Wnt Signaling**	Wingless-related MMTV Integration Site 3A	Wnt3a	2.59	22416
	Frizzled Homolog 10	Fzd10	1.09	93897
	OVO Homolog-like 1	Ovol1	4.64	18426
**Transcription factors**	GATA binding protein 3	GATA3	16.768	14462
	homeobox C13	HOXC13	8.809	15422
	POU class 3 homeobox 1	POU3F1	7.651	18991
	homeobox B7	HOXB7	6.895	15415
	homeobox C6	HOXC6	6.034	15425
**Type I Hair IRS**	Keratin 27	Krt27	7.01	16675
**Type I Hair Keratins**	Keratin 31	Krt31	27.51	16660
	Keratin 32	Krt32	3.50	16670
	Keratin 33	Krt33a	55.88	71888
	Keratin 35	Krt35	16.38	53617
	Keratin 36	Krt36	2.08	16673
**Type II Hair IRS**	Keratin 71	Krt71	18.04	56735
	Keratin 72	Krt72	16.60	--
	Keratin 73	Krt73	21.99	223915
**Type II Hair Keratins**	Keratin 84	Krt84	5.00	16680
	Keratin 85	Krt85	9.98	53622
	Keratin 86	Krt86	41.26	--
**Hair Related**	Keratin Associated Protein 4-7	Krtap4-7	8.02	76444
**Keratin Associated Proteins**	Keratin Associated Protein 4-11	krtap4-11	4.54	665891
	Keratin Associated Protein 5-1	Krtap5-1	2.09	50774
	Keratin Associated Protein 6-2	Krtap6-2	3.9	16701
	Keratin Associated Protein 9-1	Krtap9-1	6.95	--
	Keratin Associated Protein 13-1	Krtap13-1	0.96	69696
	Keratin Associated Protein 16-3	Krtap16-3	10.46	170653
	Keratin Associated Protein 16-4	Krtap16-4	6.98	170654
	Keratin Associated Protein 16-8	Krtap16-8	9.45	68484
	Keratin Associated Protein 16-8	Krtap16-9	4.10	170657

# Supplementary material for: Ablation of Coactivator Med1 Switches the Cell Fate of Dental Epithelia to That Generating Hair
**Source:** PLoS One. 2014 Jun 20;9(6):e99991. doi: 10.1371/journal.pone.0099991
**Supplement:** Table S3 — List of genes up-regulated in dental tissues at the Mat stage of Med1 KO (4 wk). Up-regulated genes (p<0.005) are categorized by epidermal differentiation, calcium signaling and cell adhesion involved during development of epidermis.

Table S3

Category	Entrez Gene Name	Symbol	Fold Change	Entrez Gene ID for Mouse
**Transcription factors**	Grainyhead-like 1 (Drosophila)	Grhl1	19.41	195733
	Transcription factor AP-2, gamma	TCFAP2C	3.47	21420
	c-Fos (AP-1)	FOS	1.54	14281
**Cornified envelope**	Corneodesmosin	Cdsn	45.99	386463
	Cornifelin	Cnfn	20.95	72383
	Cornified envelope 1B	Sprrl2	2.76	73722
	Keratinocyte differentiation associated protein	Krtdap	39.95	64661
	Late cornified envelope 1B	Sprrl5	4.24	68720
	Loricrin	Lor	40.69	16939
	Repetin	Rptn	3.00	20129
	Small proline-rich protein 1B	Sprr1b	24.19	20754
	Small proline-rich protein 2D	Sprr2d	3.24	20758
	Small proline-rich-like 7	Sprrl7	2.36	69611
**Epidermal keratins**	Keratin 1	Krt2-1	3.07	6678642
	Keratin 10	Krt10	12.69	16661
	Keratin 15	Krt15	10.96	16665
	Keratin 17	Krt1-17	3.36	16667
	Keratin 23	Krt1-23	64.4	94179
	Periplakin	Ppl	6.55	19041
**Keratinocyte differentiation**	Sciellin	Scel	4.46	64929
	Transglutaminase 1	Tgm1	3.02	21816
	Elongative of very long chain fatty acids like 4	Elovl4	9.87	83603
**Epidermi Lipid Synthesis**	Fatty acid binding protein 5	Fabp5	3.19	16592
**Calcium binding proteins**	S100 Calcium binding protein A7A	S100a15	10.11	381493
	S100 Hornerin	Hnr	2.97	68723
	Calcium binding epidermal differentiation locus s100a9	S100a9	2.94	20202
	Calcium binding epidermal differentiation locus s100a8	S100a8	3.52	20201
	Calmodulin 4	Calm4	14.62	80796
**Adhesion molecules**	Gap junction beta 2 (connexin 26)	Gjb2	49.81	14619
	Gap junction beta 3	Gjb3	10.82	14620
	Claudin 4	Cldn4	24.82	12740
	Tubulin, beta 2B class IIB	Tubb2b	2.05	73710

How the deposited data were processed for this re-analysis (not part of the article)

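RNA was measured in dental tissue micro-dissected from the lower incisors of mice at 4 wk, from control littermates (CON) and from mice without Med1 in Krt14-expressing epithelium (KO), at the cervical loop (CL), the secretory stage (Sec) and the maturation stage (Mat). Tissue of 3 mice was pooled for each array, and there was 1 array for each genotype and stage, 6 in all. The arrays of the study at 10 wk were not among the files used here, so no value for that age is given.

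The authors hybridized biotin-labelled cDNA to Illumina mouse bead arrays and extracted the signal in Genome Studio, whose version is not given. The deposited non-normalized table holds, for each of 25697 probes and each array, the mean intensity on the linear scale and a detection p-value against the negative-control beads of the same array. Its lowest intensities lay between 104.4 and 115.3 and its medians between 175.3 and 193.8, so the values are neither background-subtracted nor scaled between arrays. The deposited table of normalized values holds an intensity on the linear scale with medians of 182.7 to 182.9 on all 6 arrays and the ranks of the non-normalized table (Spearman's rho across probes of 0.999999), as quantile normalization without background subtraction leaves them. The methods name Genome Studio for this step and no method within it.

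The non-normalized intensities were processed with R 4.3.3 and limma 3.58.1. neqc estimated the background from the detection p-values, corrected it, normalized the arrays by quantiles and took log2 with an offset of 16. Probes were named from the annotation of the array. Of them 23978 carried a gene symbol, for 16593 genes, 1719 carried none and were left out, and 23962 had a gene identifier in the GRCm38.p6 annotation. Each of the 4777 genes with several probes took the probe with the highest mean. Between 46.1% and 49.8% of probes were detected at a detection p-value under 0.01. The number of arrays and the signal over background limit the precision, since dim probes lie near a floor of 5.83 to 6.19 on the log2 scale, the lowest value detected on each array. Where a gene was detected on a single side of a comparison, its other side took the higher of its own value and that floor, and the difference is a bound.

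At each stage a gene was considered when detected on either array and counted as higher or lower in KO with a fold of at least 1.5 and detection on the brighter array. The fold is the threshold of the methods, whose p under 0.005 cannot be repeated with 1 array per group. These counts are descriptions of 2 arrays with no test. CL and Mat of CON were compared in the same way. The only test used all 6 arrays, with genotype and stage as terms in limma, on the 8697 genes detected on at least 3 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. It had 2 residual degrees of freedom before moderation, and its p measures how alike the 3 stages are, not how alike animals are. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated one, where at least 5 genes were tested. With an estimated correlation camera has only the 2 residual degrees of freedom, so it could hardly call a list whatever the correlation. The genes of Figures 5B and 5D had an estimated correlation of -0.003. Their unadjusted camera p was still 0.0414, against 4.64e-06 with the preset one. A list not called with the estimated correlation is therefore no evidence against its direction.

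Before the data were examined, 40 gene lists and the rule for naming genes were written down. The lists cover Tables S1 to S3 and Figures 5B to 5D, enamel, ion transport, cervical loop, hair, epidermis, desmosomes, oral epithelium, melanocytes, Notch, Shh, Wnt, AP-1 and AP-2, S100 proteins, proliferation, matrix, immediate early genes, bone, osteoclasts, odontoblasts, muscle, erythroid cells, endothelium, neutrophils, macrophages, lymphocytes, mast cells, adipocytes, nerve, sex-linked genes, Mediator subunits and housekeeping genes. The Hox family was added after its values were seen. Several lists beyond those of Tables S1 to S3 also hold genes of these tables. Among them are the lists of ion transport, hair, epidermis, desmosomes and S100 proteins. Such lists are not independent of the study's choice on these arrays. At each stage a list is given by its counts and by its median over detected genes, set against 10000 random lists of the same size drawn from 20 bins of mean expression. The genes named in the text are the 10 largest rises and falls at Mat and the 5 at CL and Sec among genes detected on both arrays, the 5 brightest of those detected in a single genotype, the genes the paper names and those of its tables, whose values were seen before the rule was written, up to 4 members of each list, those that go against their list, and Med1, Sox2, Vwa2, Gapdh and the sex-linked genes. A gene named outside this rule is said to be so.

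The procedure was tested on simulated arrays with the noise of the CL pair and a known change in some genes. Of genes changed 2-fold, 92.5% were called in the right direction at CL, 88.1% at Sec and 98.5% at Mat, and of genes changed 1.5-fold, 49.3%, 53.7% and 43.3%. Of genes with no change 426, 387 and 318 passed the rule. With the limma fit 88.1% of genes changed 2-fold at every stage were called, and 9 unchanged genes of 9594 considered. The real differences spread more widely at Sec (MAD 0.448) and Mat (MAD 0.505) than at CL (MAD 0.216), and need not be alike at the 3 stages. The simulated rates therefore do not give the power of the real fit. The noise came from KO minus CON at CL, so any real change there was counted as noise.

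Alternatives fixed in advance were the deposited normalized values, no background correction, scaling to a common median, an offset of 50, a detection p-value under 0.05, no detection filter, a fold of at least 2, and the mean of all probes of a gene. For the fit over the 3 stages they were no block, each stage left out, moderation with trend and robust, and t-tests with the 3 stages of a genotype as replicates. Normalizing the 2 arrays of a comparison alone was added after seeing the data. Genes of Tables S1 to S3 that no probe of the array names were left out, as were lists with too few detected genes for a median.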

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

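All tests in this part were chosen after the values they measure were seen. With 1 array per group no sample was tested for standing apart from its group, and no difference between stages was tested.

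In KO at Sec and Mat, and on no other array, 13 Hox genes and 6 genes of mast cells and adipocytes (Cpa3, Mcpt4, Tpsb2, Cma1, Adipoq and Lep) were detected, of which the paper discusses Hoxb7, Hoxc6 and Hoxc13. A change of fate within the dental epithelium alone is argued against for the 6 genes, which mark cells that are not epithelial. Most of the adipocyte list was absent, as 5 of its 7 genes with a probe were detected on none of the 6 arrays. Of the 7 mast cell genes with a probe, 4 were detected only in KO at Sec and Mat and 1 on none. Skin with hair follicles, of a single composition, in both KO pools stays open. Among genes detected only in KO at Sec and Mat the median of KO Mat minus KO Sec was 0.603 for the Hox (without Hoxc13), mast cell, adipocyte and lymphocyte genes and 0.731 for the hair and epidermal genes, a gap of -0.128 (log2) that decides nothing, as all 286 such genes had a median of 0.641. Skin taken along from another part of the body and hair-bearing tissue formed at the incisor cannot be told apart by the 13 Hox genes, since no array of skin or of hair formed elsewhere shows which of them either would express.

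S100a8, S100a9 and Camp had a median difference of 0.61 at CL, 1.71 at Sec and 0.10 at Mat, and the other neutrophil genes, which the paper does not discuss, had a median of 0.656 at CL and 1.491 at Sec. Differentiation of the kind that raises the cornified envelope genes is argued against only weakly at Mat. There the median of the 3 genes lay -3.202 from that of the cornified envelope genes, little beyond their MAD of 2.837. Of the 39 detected cornified envelope genes, 4 were themselves neither higher nor lower at Mat. At CL the gap was 0.041, so that there this differentiation cannot be told apart from neutrophils, both groups having moved alike. Neutrophils or their precursors may account for the median of the 3 at every stage, since the largest gap to the other neutrophil genes was 0.221 (MAD 0.426), while of 10000 random sets of 3 genes higher in KO at Sec 2.62% lay within that MAD at every stage. As the whole cause they are argued against for S100a8 at Mat, which was higher (0.87) and lay 0.741 above the median of 0.128 of the other neutrophil genes (MAD 0.169).

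Xist, made by the inactive X chromosome of females, differed by 2.59 at Sec (at least, detected in KO only) and -1.18 at Mat, and the Y-linked Eif2s3y by 1.72 at CL. That the 3 stages of CON came from the same mice is argued against by Xist, which was at least 4.979 higher in CON at CL than in CON at Sec. An effect of the genotype on Xist shared by the stages stays open at Sec, CL and Mat, since the range of the differences was 3.773 with the brighter probe, while the other probe of Xist had differences of 0.17 at CL and 0.19 at Mat and was detected at Sec in KO only. Pools with different shares of females are a candidate explanation, since in 13 of 15 pairs of arrays the array with more Xist had less Eif2s3y. These pairs come from 6 arrays and are not independent. The Mat arrays were an exception, with more Xist (9.02 against 7.84) and more Eif2s3y (9.44 against 8.97) in CON than in KO. There the other probe of Xist was slightly higher in KO, so the Mat pair decides nothing. Xist is also 1 of the 20 genes of Figure 5B.

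The remaining values are differences KO minus CON on the log2 scale that lay on opposite sides at different stages, each past 1.5-fold, with no test of the difference. Mmp20 was higher at CL (0.81) and Sec (0.74) and lower at Mat (-0.71), as was Cldn1 (0.59, 1.05 and -0.87). Krt16 was higher by at least 2.74 at CL and at least 3.07 at Sec and lower at Mat (-1.30). Krt73 was lower at CL (-1.34) and higher at Sec (5.09) and Mat (7.17). Egr1 was lower at CL (-0.66) and higher at Sec (1.11). Fos (0.61 and -0.91), Klf13 (0.90 and -0.76) and Slc39a8 (0.94 and -0.77) were higher at Sec and lower at Mat. Dlk1 (-2.54 and 1.76), Sox9 (-0.59 and 0.62), Twist2 (-2.17 and 0.67) and Vwa2 (-1.54 and 0.71) were lower at Sec and higher at Mat.

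Other values are those of genes that the paper does not discuss on the arrays, proliferation being reported there from PCNA staining. Skeletal muscle genes had a median of 2.39 at Sec, proliferation genes a median of 1.37 at Mat, and Krt13 was higher in KO at CL by at least 3.80.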

How the results depend on the processing

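The alternatives were set before the data were examined, except the normalization of the 2 arrays of a comparison alone, which was chosen after seeing the data and changed no count by over 1.5 times. The counts of genes at CL depended most on the settings. The 159 genes higher and 176 lower in KO became 47 and 35 with the deposited normalized values and with no background correction, 94 and 90 with an offset of 50, 353 and 375 with no detection filter, and 31 and 15 with a fold of at least 2. At Sec, 1059 higher genes became 580 and 1378 lower genes 474 with a fold of at least 2, and the lower genes 723 with the deposited values and 725 without background correction. At Mat, 1163 became 679 and 1694 became 586 with a fold of at least 2, and the lower genes 927 with the deposited values and 925 without background correction. Between CL and Mat of CON, 1842 and 1533 became 815 and 812 with a fold of at least 2. A fold of 2 and the missing filter change the number of genes that can pass by their construction, and for the other settings the cause was not tested. With the deposited values, which keep the background, the size of a gene's difference was a median of 0.788 times that reported, and of a list's median 0.762 times.

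The limma fit over the 3 stages called 0 genes in either direction, with 857 at an unadjusted p under 0.05. With each stage left out in turn it called 0 to 93 higher genes and 0 lower genes, and the 93 came without CL. An unpaired t-test, the kind that the methods name, was run with the 3 stages of a genotype as replicates. It does not repeat the paper's own test, which 1 array per group does not allow. It gave 119 higher and 271 lower genes at p under 0.05, 8 and 21 at p under 0.005, and none after adjustment. A paired t-test over the same stages at p under 0.005 with a fold of at least 1.5 gave 2 and 3. There are 10 splits of the 6 arrays into groups of 3, so the share that call as many genes as the real one is never under 0.1. The real split called 0 genes, so that all 10 call as many by construction and nothing is decided, and the highest of the others called 0. Of the 17 gene lists called with a preset correlation 0 were called with an estimated one, and 14 were called whichever stage was left out. The estimated one leaves camera 2 residual degrees of freedom, so the lack of calls with it decides nothing. The proliferation list turned lower in direction without Mat (adjusted p = 0.101), the oral list was not called without CL, and the extracellular matrix list was not called without CL (adjusted p = 0.0503) or without Sec (adjusted p = 0.081). Under the 7 settings that give them, the 42 list medians whose size passed 1.5-fold kept their sign, as did 510 differences of named genes, except 2 of these with the mean of all probes. Signal over background limits the rest, since probes near the floor give bounds and no folds.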

Differences from the paper's values

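The tests of the paper's folds against the ratios of the non-normalized intensities and against log2 differences were chosen after seeing the values. All folds below are signed ratios of KO to CON at Mat, where a fall is the negative of CON over KO, and at least marks a lower bound. Of the genes of the paper's tables compared at Mat, 31 of 33 in Table S1, 26 of 26 in Table S2 and 29 of 30 in Table S3 had the paper's direction.

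For 16 genes of Table S1 the fold differed by over 1.5 times or in sign. The paper's value and the value here were -2.17 and -1.43 for Ank, -1.48 and -2.59 for Alpl, -5.79 and -1.20 for Atp1b1, -0.59 and -1.39 for Atp2b1, -4.83 and -1.40 for Slc40a1, -9.90 and 1.49 for Slc5a8, -4.13 and -6.93 for Slc23a2, -2.82 and -1.83 for Cldn1, -8.09 and -3.12 for Ncoa4, -4.05 and -1.68 for Med27, -2.40 and -1.16 for Uxt, -5.48 and -2.13 for Foxq1, -5.22 and -2.14 for Foxo1, -2.13 and -1.24 for Gtf3a, -2.46 and -1.35 for Zfp185 and -2.32 and 1.10 for Sp6. Scaling to a common median brought Ank and Cldn1 within 1.5 times, the deposited normalized values, no background correction and an offset of 50 did so for Slc23a2, and the other alternatives set before the data were examined, and all of them for the other 13 genes, did not. The ratio of the non-normalized intensities at Mat was -4.14 for Slc23a2, and that of Alpl at Sec was -1.48.

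For 20 genes of Table S2 the paper's value and the value here were 27.74 and at least 286 for S100a3, 6.85 and 23.0 for Padi1, 1.09 and 5.62 for Fzd10, 4.64 and at least 23.0 for Ovol1, 7.01 and 15.9 for Krt27, 27.51 and at least 160 for Krt31, 55.88 and at least 341 for Krt33a, 16.38 and at least 74.6 for Krt35, 18.04 and at least 462 for Krt71, 16.60 and at least 158 for Krt72, 21.99 and 144 for Krt73, 5.00 and at least 27.5 for Krt84, 41.26 and at least 292 for Krt86, 8.02 and at least 144 for Krtap4-7, 4.54 and at least 111 for Krtap4-1, 2.09 and at least 29.9 for Krtap5-1, 3.9 and at least 38.3 for Krtap6-2, 6.98 and at least 96.4 for Krtap19-4, 9.45 and at least 133 for Krtap6-5 and 4.10 and at least 70.0 for Krtap19-1. None of the alternatives set before the data were examined brought any of the 20 within 1.5 times. For Gata3, Hoxc13, Pou3f1, Hoxb7 and Hoxc6 the paper's folds matched the ratios of the non-normalized intensities at Mat, so they were judged on that scale, where none differed. The paper's value, the value here and that ratio were 16.768, at least 37.9 and 16.8 for Gata3, 8.809, at least 15.1 and 8.81 for Hoxc13 and 7.651, at least 14.3 and 7.65 for Pou3f1, the 3 of them whose value here was over 1.5 times the paper's.

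Genes of Table S3 were judged in the same way on the ratio of the non-normalized intensities at Mat, since its folds matched non-normalized ratios. For 11 of them that ratio differed by over 1.5 times or in sign, and the paper's value, the value here and the ratios of the non-normalized intensities at Mat and at Sec were 1.54, -1.88, -1.61 and 1.54 for Fos, 20.95, at least 74.4, 36.2 and 21.0 for Cnfn, 2.76, at least 5.67, 4.37 and 2.76 for Lce1a2, 40.69, 110, 62.9 and 40.7 for Lor, 4.46, at least 17.9, 8.73 and 4.46 for Scel, 9.87, 39.0, 22.6 and 9.87 for Elovl4, 10.11, at least 29.8, 17.3 and 10.1 for S100a7a, 2.94, 1.07, 1.10 and 2.94 for S100a9, 3.52, 1.83, 1.85 and 3.52 for S100a8, 24.82, 7.03, 6.82 and 24.8 for Cldn4 and 2.05, 3.16, 3.08 and 1.56 for Tubb2b. For 8 more the value here, but not that ratio, was over 1.5 times the paper's, and the paper's value, the value here and the ratio at Mat were 19.41, 41.7 and 24.0 for Grhl1, 3.47, 5.89 and 5.07 for Tfap2c, 45.99, at least 121 and 63.4 for Cdsn, 4.24, at least 9.90 and 6.13 for Lce1b, 24.19, at least 58.9 and 28.6 for Sprr1b, 64.4, at least 133 and 65.4 for Krt23, 3.19, at least 8.28 and 4.00 for Fabp5 and 2.97, at least 5.32 and 3.95 for Hrnr. The deposited normalized values and no background correction brought Lor and Tubb2b within 1.5 times, and scaling to a common median and the mean of all probes did so for Tubb2b. For Cnfn, Lce1a2 and S100a7a the lower bounds with the deposited values and with no background correction no longer passed 1.5 times the paper's folds, which closes no gap, as the ratios of the deposited intensities themselves were 36.0, 4.33 and 17.4. No other alternative set before the data were examined brought any of the 11 genes within 1.5 times. Of the 31 folds of Table S3 with a probe on the array, 23 lay within 0.5% of the non-normalized ratio at Sec, against a mean of 0.715 when the folds were shuffled among the genes, and 6 lay within that distance of the ratio at Mat, the stage that the paper gives for its tables. Over every stage and scale tried, 29 of 31 folds of Table S3 had a match, 6 of 27 of Table S2 and 3 of 33 of Table S1.

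A signed fold cannot lie between -1 and 1, and the tables hold such values for Atp2b1 (the paper's -0.59) and Krtap13-1 (0.96). The methods speak of log fold changes. Read as log2 differences, the paper's values lay within 1.5-fold of those here for 2 of 33 genes of Table S1 (Alpl and Atp2b1). They did so for 3 of 26 of Table S2 (Ovol1, Krt84 and Krtap19-4, at their bounds). In Table S3 they did so for 5 of 30 (Lce1a2, Scel, Fabp5 and Hrnr at their bounds, and Tubb2b). With the values shuffled among the genes the means were 3.68, 2.69 and 3.04. The matches were fewer than these for Table S1 and little more for Tables S2 and S3. A change of unit was therefore not shown to account for any gap. For Alpl, Lce1a2 and Scel the paper's values also equalled the non-normalized ratios at Sec given above. No probe of the array is named for Krt32, Krt36, Krt85, Krtap9-1 or Krtap16-3. The paper's rounded 25600 transcripts and 19100 genes on the array stand beside 25697 probes and 16593 gene symbols here.

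The directions differ for 3 genes at Mat. The paper lists Slc5a8 and Sp6 as lower in KO and Fos as higher. Slc5a8 had a log2 difference of 0.58 and Fos of -0.91, with the same sign under every alternative, and Sp6 had one of 0.14, with a fold of -1.06 when scaled to a common median and -1.04 with the mean of all probes. At Sec, Fos was higher (0.61), and the paper's fold for it equals the non-normalized ratio at Sec given above. For Fos the direction thus differs at the stage that the paper gives for its tables, and not at Sec. The other 31 genes of Table S1 lay on the paper's side, among them Alpl, Klk4 and Foxo1. The paper lists Atp1b1 as lower, and it had a log2 difference of -0.27, within 1.5-fold.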

Other observations

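No test in this part was planned beyond camera over the 3 stages, and the stage counts carry no test. At the Mat stage 18 of 21 detected proliferation genes were higher in KO and none was lower, among them Cdc20 (2.34), Top2a (2.18), Cdk1 (1.97) and the replication factor Mcm5 (1.72), whereas at Sec 6 were lower and none higher (median -0.43) and at CL 1 was higher (median -0.01). Camera called the list higher (adjusted p = 0.000288), and not with an estimated correlation (adjusted p = 0.709), and its direction turned lower without the Mat arrays. Here and below, the estimated correlation leaves camera 2 residual degrees of freedom, so the lack of a call with it says little. Of 35 detected extracellular matrix genes 10 were lower and 5 higher at Mat (median -0.38), with elastin (Eln, 2.48) and Mfap4 (3.25) among the higher and Ccn5 (-1.65) and Col5a2 (-1.49) among the lower, and 12 were lower and 2 higher at Sec. Camera called this list lower (adjusted p = 0.0149), and not with an estimated correlation (adjusted p = 0.569), without CL or without Sec. Camera also called endothelium (adjusted p = 5.49e-05) and osteoclasts (adjusted p = 0.00545) lower, and neither with an estimated correlation (adjusted p = 0.563 for both). Of 19 detected Wnt pathway genes 6 were higher at Mat, among them Fzd10 (2.49) and Axin2 (1.25), and 7 were lower, among them Wnt10a (-2.58), Wnt7b (-1.82) and Wnt10b (-1.75).

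Several further groups held genes that were lower at Sec, with no test of the groups at that stage. Of 12 macrophage genes 8 were lower and 1, Cd163, was higher (median -0.75), of 6 odontoblast and pulp genes 3 were lower (median -0.61), of 8 bone genes 4 were lower (median -0.38), and of 5 detected Shh pathway genes 4 were lower (median -0.68), with Shh itself at -1.38. Of 15 immediate early and stress genes 7 were higher and 2 lower at Sec (median 0.53), while at Mat 2 of 17 were higher and 6 lower, with Egr2 higher at both stages (3.51 and 4.80). Of 4 detected erythroid genes 1, Slc4a1, was higher at each stage (1.62 at Mat), where Hbb-bt was lower (-0.65). Of 4 detected lymphocyte genes 1 was higher and 1 lower at Mat, and of 5 nerve and Schwann cell genes 1, Mbp, was higher (1.10). Of 25 detected Mediator subunits none was higher at any stage, and those lower were Med1 and Med9 (-0.82) at Sec and Med27 (-0.75) at Mat. Of 19 detected genes of the cervical loop list 3 were lower and 1, Fst (0.85), higher at CL (median -0.31), with Fgf9 at -0.98 and Sfrp5 at -0.86.

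Sox2 was detected by neither of its probes on any of the 6 arrays, so the arrays give no fold for it. Vwa2 had log2 values of 12.27 in CON and 11.77 in KO at CL, 11.05 and 9.52 at Sec and 8.07 and 8.79 at Mat. Of the genes the paper reports lower at 10 wk, Sox9 (0.22), Twist2 (0.02), Wnt3a (0.05) and Ccn5 (0.35) had a difference above 0 at CL at 4 wk, and Mfap4 (-0.45) and Matn4 (-0.35) one below 0, all within 1.5-fold.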
